# Neuroprotective and Anti-Inflammatory Effects of Dimethyl Fumarate, Monomethyl Fumarate, and Cannabidiol in Neurons and Microglia

**DOI:** 10.3390/ijms252313082

**Published:** 2024-12-05

**Authors:** Alicia Sánchez-Sanz, María José Coronado-Albi, Rafael Muñoz-Viana, Antonio García-Merino, Antonio J. Sánchez-López

**Keywords:** dimethyl fumarate, monomethyl fumarate, cannabidiol, multiple sclerosis, neuroprotection, microglia, neuron, transcriptome, Nrf2, NF-kB

## Abstract

Dimethyl fumarate (DMF) is an immunomodulatory treatment for multiple sclerosis (MS) that can cross the blood–brain barrier, presenting neuroprotective potential. Its mechanism of action is not fully understood, and there is a need to characterize whether DMF or its bioactive metabolite monomethyl fumarate (MMF) exerts neuroprotective properties. Moreover, the combination of adjuvant agents such as cannabidiol (CBD) could be relevant to enhance neuroprotection. The aim of this study was to compare the neuroprotective and immunomodulatory effects of DMF, MMF, and CBD in neurons and microglia in vitro. We found that DMF and CBD, but not MMF, activated the Nrf2 antioxidant pathway in neurons. Similarly, only DMF and CBD, but not MMF, prevented the LPS-induced activation of the inflammatory pathway NF-kB in microglia. Additionally, the three drugs inhibited the production of nitric oxide in microglia and protected neurons against apoptosis. Transcriptomically, DMF modulated a greater number of inflammatory and Nrf2-related genes compared to MMF and CBD in both neurons and microglia. Our results show that DMF and MMF, despite being structurally related, present differences in their mechanisms of action that could be relevant for the achievement of neuroprotection in MS patients. Additionally, CBD shows potential as a neuroprotective agent.

## 1. Introduction

Dimethyl fumarate (DMF) is a diester of the simple organic acid fumaric acid, which is found in the plant *Fumaria officinalis*, from which it obtains its name [1]. DMF was first approved in Germany in 1994 for the treatment of the autoimmune disease psoriasis, under the name Fumaderm^®^ (Biogen, Cambridge, MA, USA), which is composed of a mixture of ≈60% DMF and other fumaric acid esters [2]. In 2014, DMF was approved in Europe as an immunomodulator-based monotherapy for relapsing-remitting multiple sclerosis (RRMS) (Tecfidera^®^, Biogen, Cambridge, MA, USA; also known as BG-12) [3]. Multiple sclerosis (MS) is an autoimmune disease that affects the myelin sheath of the central nervous system (CNS) axons, leading to axonal damage and neurodegeneration. The pathophysiology of MS is complex and includes the infiltration into the CNS through a disrupted blood–brain barrier (BBB) of peripheral immune cells comprising self-reactive lymphocytes and myeloid cells. These cells, together with the CNS-resident glial cells microglia and astrocytes, lead to inflammation, demyelination, neurodegeneration, and gliosis [4].

All MS therapies approved to date target the peripheral immune system, achieving a reduction in the number of relapses that characterize the inflammatory phase of the disease. However, there is an unmet need for halting the progression of neurodegeneration, and currently, there are no approved therapies with demonstrated neuroprotective or remyelinating properties [5]. Moreover, the available therapies have limited efficacy in the control of the progressive forms of MS, highlighting the role of compartmentalized CNS inflammation in driving disease progression independent of relapse activity [6]. Most of the authorized therapies do not act beyond the BBB, and thus are unable to modulate glial responses [7]. DMF could be relevant in this respect as it is a small molecule that can cross the BBB and could exert a beneficial dual effect inside the CNS in addition to the immunomodulation of the peripheral immune system, which confers it with the potential to control the progression of neurodegeneration beyond its demonstrated efficacy in clinical trials in the prevention of relapses [8,9].

DMF has exhibited neuroprotective effects in in vitro and in vivo murine models of MS, although its impact on the CNS of MS patients remains unknown. DMF protects neurons and oligodendrocytes against oxidative stress and apoptosis in vitro and preserves myelin and axons in the experimental autoimmune encephalomyelitis (EAE) model [10,11,12]. In addition, DMF has also shown anti-inflammatory effects in microglia and astrocytes, resulting in an indirect neuroprotective effect through the inhibition of the production of neurotoxic inflammatory mediators [13,14]. However, most studies have focused on the direct effects of DMF on neurons and glial cells, despite the unlikeliness of an in vivo exposure of cells to this molecule. DMF is an oral drug that, upon intake, is mostly metabolized by esterases in the intestine, resulting in its hydrolyzed form monomethyl fumarate (MMF), which is the main metabolite detected in plasma and is considered the biologically active compound [15]. In addition, MMF is the only metabolite that has been detected in the cerebrospinal fluid of MS patients [16].

The molecular mechanism of action of DMF is not fully understood and is considered multifactorial. DMF can react with thiol groups present in cysteine residues in a reaction known as succination, which can modify the functionality of the targeted proteins, interfering in diverse signaling pathways [1]. Among the identified targets of DMF are the nuclear factor erythroid 2-related factor 2 (Nrf2) antioxidant pathway, the nuclear factor kappa B (NF-kB) inflammatory pathway, the hydroxycarboxylic acid receptor 2 (HCAR2), the glycolytic enzyme GAPDH, or the antioxidant peptide glutathione (GSH) [12,13,17,18,19]. Most of the studies elucidating the mechanism of action of fumarates have focused on DMF, treating DMF and MMF interchangeably without considering their metabolism and pharmacology. When exposed to organ preparations including pancreatic extract, intestinal homogenate and perfusate, or liver fraction, DMF is rapidly hydrolyzed within minutes, while MMF shows a much longer degradation half-life. In addition, it has been shown that DMF penetrates CACO-2 cell monolayers much faster than MMF [20]. In line with this, it was shown that DMF reacts quickly with GSH inside cells, and GSH-conjugates with DMF have been detected in urine and blood, while MMF is less reactive toward GSH [21,22,23]. Moreover, there is evidence of a differential sensitivity of cysteines to both fumarates. One study found that several proteins related to T-cell function including protein kinase Cθ presented cysteines that were sensitive to DMF, but not to MMF, resulting in an inhibition of T cells achieved by DMF, but not by MMF [24]. In addition, distinct effects between DMF and MMF have been described on the NF-kB pathway where only DMF, but not other fumarates, inhibited NF-κB activity, and on the modulation of glial cells, where only DMF, but not MMF, presented significant anti-inflammatory and antioxidant effects in microglia and astrocytes [25,26,27]. Despite this, there is a lack of studies comparing the effects of both fumarates, which could be relevant to an understanding of their real in vivo effects and for the achievement of neuroprotection in MS patients.

In addition, the use of adjuvant therapies could be a suitable strategy to achieve neuroprotection in MS. Cannabidiol (CBD) is a cannabinoid present in the plant *Cannabis sativa* that has therapeutic potential in MS due to its antioxidant and anti-inflammatory properties [28]. CBD is already approved as a symptomatic treatment in MS as nabiximol, which is composed of a mixture of 1:1 of Δ-9-tetrahidrocannabinol (THC) and CBD and presents a positive tolerability profile. Moreover, CBD has advantages over THC due to its lack of psychotropic effects [29]. In murine models of MS, CBD ameliorates clinical symptoms and inhibits microglia activation and the production of inflammatory cytokines [30,31]. In addition, CBD has shown direct neuroprotective properties in EAE, protecting oligodendrocytes against oxidative stress and diminishing axonal damage and demyelination [32,33]. The mechanism of action of CBD is not fully understood, but it has been described that CBD activates Nrf2 and depletes GSH, effects also observed in vitro with DMF [12,13,34]. In addition, DMF has also been related to the endocannabinoid system through the modulation of the expression of the cannabinoid type 2 (CB2) receptor in microglia, which is also activated by CBD, and through the modulation of the levels of endocannabinoids in MS patients [35,36]. The anti-inflammatory and antioxidant properties of CBD, together with the shared pathways with DMF, suggests the potential use of CBD as an adjuvant therapy to DMF in neuroprotection.

The aim of the present study was to compare the molecular mechanisms of action related to the neuroprotection of DMF and MMF and to evaluate the potential use of CBD as an adjuvant therapy.

## 2. Results

### 2.1. Effect of DMF, MMF, and CBD on the Cell Viability of Neurons and Microglia

Prior to the experiments, the potential toxicity of the three drugs (DMF, MMF, and CBD) was tested in neurons and microglia to select the adequate working concentrations (Figure 1). Cell viability was measured at 24, 48, and 72 h of treatment with different drug concentration ranges. For each cellular type, we determined the half-maximal inhibitory concentration (IC_50_) of each drug. In neurons, as a non-proliferative primary culture, the IC_50_ was defined as the drug concentration able to diminish cell viability by 50% with respect to the vehicle-treated control. In microglia, as a proliferative cell line, the IC_50_ was defined as the drug concentration able of inhibiting by 50% cellular proliferation with respect to the vehicle-treated control. The initial dose range tested for DMF and MMF was chosen according to the concentration of MMF detected in the brain (approximately 100 µM) after oral intake of the therapeutic dose established for DMF [9]. For CBD, the dose range was chosen according to the concentration (approximately 10 µM) that has demonstrated antioxidant and anti-inflammatory effects in vitro [37].

The IC_50_ of DMF in neurons was around 100 µM at 24 h, while at 72 h, a much lower dose of DMF (36 µM) already produced 50% of cell death (Figure 1A). In microglia, the IC_50_ of DMF at 24 h was 37 µM, but a higher dose (73 µM) was needed at 72 h to inhibit cell proliferation by 50% (Figure 1B). For MMF, the IC_50_ in neurons at 24 h was around 65 µM, indicating a higher toxicity of MMF compared to the IC_50_ of DMF at the same time point (Figure 1C). In addition, and in contrast with DMF, which showed a higher toxicity over time, the IC_50_ of MMF at 72 h remained almost the same (55 µM) as at 24 h. In microglia, the IC_50_ of MMF was almost constant at around 50 µM at all of the studied timepoints (Figure 1D). Taken together, these results indicate that DMF and MMF present different pharmacodynamics compared to each other, and they also exhibit different pharmacodynamics depending on the cellular subtype. Regarding CBD, the IC_50_ in neurons was 15 µM at 24 h and decreased slightly to 13 µM at 72 h (Figure 1E). In microglia, the IC_50_ of CBD was constant at around 12 µM at all timepoints (Figure 1F). Based on these findings, we selected 30 µM for DMF and MMF and 10 µM for CBD as the maximum experimental concentrations to work at doses under the IC_50_.

### 2.2. Differential Effects of DMF, MMF, and CBD on the Activation of Nrf2 in Neurons and Microglia

Activation of the Nrf2 transcription factor has been proposed as one of the main mechanisms of action of DMF, with this pathway being of special relevance in neuroprotection as it promotes the upregulation of antioxidant target genes, conferring cells with resistance to oxidative damage [12]. However, some studies have described discrepancies in the ability of DMF and MMF to activate the Nrf2 pathway, suggesting a lack or lower Nrf2 activation by MMF compared to DMF [27,38]. Thus, we aimed to compare the ability of DMF, MMF, and CBD to activate Nrf2 at the protein level in neurons and microglia (Figure 2). In neurons, DMF induced the translocation of Nrf2 to the nucleus at 30 µM compared to the vehicle (*p* = 0.0275), but not at lower concentrations (Figure 2A). In microglia, DMF also induced the nuclear translocation of Nrf2, starting from a lower concentration (10 µM) (*p* < 0.0001) than in neurons (Figure 2A). This activation in microglia was also maintained at 30 µM DMF (*p* = 0.0070). Furthermore, the DMF-induced activation of Nrf2 was of a higher magnitude in microglia than in neurons (10-fold in microglia compared to 4-fold in neurons), indicating that DMF exerts a greater Nrf2 activation in microglia than in neurons. As for MMF, we did not observe the nuclear translocation of Nrf2 in neurons at the same concentrations of DMF (Figure 2B). Similarly, we did not observe Nrf2 activation by MMF in the microglial cells at any concentration (Figure 2B). These results suggest that DMF and MMF exert differential effects on the activation of the Nrf2 pathway.

Regarding CBD, we observed the activation of Nrf2 starting at the dose of 5 µM (*p* = 0.0004), which induced a 4-fold increase in the Nrf2 nuclear protein levels compared to the vehicle-treated cells (Figure 2C). In addition, Nrf2 activation increased to a 10-fold magnitude compared to the vehicle at 6 and 7 µM (*p* < 0.0001 for both) and then decreased again to a 4-fold change at higher CBD concentrations (8 and 10 µM, *p* = 0.0004 and *p* = 0.0048, respectively), indicating that there is a peak activation of Nrf2 induced by CBD. Importantly, the peak of Nrf2 activation induced by CBD in neurons was higher than that induced by DMF (10-fold by CBD compared to 4-fold by DMF), highlighting the potential of CBD as an antioxidant adjuvant therapy. Interestingly, in microglial cells, CBD did not produce the activation of Nrf2, indicating that CBD exerts differential effects in neurons and microglia (Figure 2C). Representative confocal microscopy images of the Nrf2 protein in neurons and in microglia are shown in Figure 2D,E, respectively.

### 2.3. Immunomodulatory Effects of DMF, MMF, and CBD in Microglia

To evaluate the anti-inflammatory properties of DMF, MMF, and CBD in microglia, we studied their ability to inhibit the NF-kB pathway and the production of nitric oxide in the LPS-activated cells. From the family of inflammatory NF-kB transcription factors, we studied the inhibition of the p65 subunit (RelA), which has been described to be covalently modified by DMF [39]. First, we verified that LPS treatment induced the nuclear translocation of NF-kB p65 (Figure 3A–C). DMF treatment completely prevented NF-kB p65 translocation at 10 and 30 µM (*p* = 0.0048 and *p* < 0.0001, respectively), observing the same nuclear protein levels as in the vehicle-treated cells (Figure 3A). In contrast, MMF did not prevent the activation of NF-KB at any of the studied concentrations (Figure 3B), indicating that DMF and MMF exert differential effects on the NF-kB pathway in microglia. Regarding CBD, we could observe the inhibition of NF-kB p65 at 4 and 6 µM (*p* = 0.0352 and *p* = 0.0183, respectively), although this inhibition was not achieved at higher CBD concentrations (Figure 3C). Thus, both CBD and DMF, but not MMF, are able to inhibit the NF-kb p65 pathway in microglia. However, the inhibition of NF-kB p65 by CBD seemed less effective than with DMF, as we could still observe some level of the nuclear translocation of NF-kB p65 in the CBD-treated cells, while in the DMF-treated cells, this translocation was completely abolished. Representative confocal microscopy images of the NF-kB p65 protein in microglia are shown in Supplementary Figure S1.

In addition, we studied the concentration of NO in the supernatant of the microglial cell cultures as an indicator of an activated pro-inflammatory state. LPS treatment triggered the release of NO compared to the vehicle at the three studied timepoints, detecting the highest NO concentrations (around 40 µM) at 48 and 72 h (Figure 3D–F). DMF significantly inhibited the production of NO at 48 and 72 h, but not at 24 h (Figure 3D). This inhibition was observed at all of the studied DMF concentrations, even at the lowest dose of 1 µM, achieving a reduction by half of the concentration of NO (around 20 µM) compared to the LPS-treated cells. MMF produced a similar inhibition at the same concentrations as DMF, halving the concentrations of NO compared to the LPS-treated cells (Figure 3E). However, in contrast with DMF, MMF showed a significant NO inhibition from the earliest studied timepoint (24 h). CBD also inhibited the production of NO at all timepoints, but this inhibition was only achieved starting from 6 µM CBD and not at lower CBD concentrations (Figure 3F). Moreover, CBD showed a greater inhibition than DMF and MMF as the NO concentrations detected in the CBD-treated cells were below 10 µM, and the concentration of NO was almost undetectable in the cells treated with 10 µM CBD.

Finally, we aimed to directly study the neuroprotective effects of DMF, MMF, and CBD by comparing the ability of the three drugs to protect neurons from apoptosis. Given that physiologically, if any of the drugs enter the BBB, both the neurons and microglia will be exposed to them, we decided to study the synergistic effects (direct antioxidant properties in neurons with indirect anti-inflammatory effects in microglia) of the drugs in both cells. With this aim, neurons were pre-treated with DMF, MMF, or CBD for 4 h and then treated for another 4 h with the supernatant from the activated microglial cells treated with LPS alone or combined with DMF, MMF, or CBD at the same concentrations as in the neurons. First, we assessed whether the conditioned media from the LPS-treated microglial cells significantly increased neuronal apoptosis (Figure 3G–I). DMF treatment significantly prevented neuronal apoptosis at 10 µM (*p* = 0.0032), but not at 30 µM (Figure 3G). MMF also prevented neuronal apoptosis at 10 µM (*p* = 0.0007), but in contrast with DMF, MMF at 30 µM also protected neurons from apoptosis (*p* = 0.0003) (Figure 3H). CBD prevented neuronal apoptosis at 7 µM (*p* = 0.0190) (Figure 3I). However, although we observed a reduction in neuronal apoptosis in the CBD-treated cells compared to LPS alone, this reduction was to a lesser extent than with DMF or MMF, in which neuronal apoptosis was comparable to the vehicle-treated cells. Representative confocal microscopy images of the apoptosis assay are shown in Supplementary Figure S2.

### 2.4. Transcriptomic Effects of DMF, MMF, and CBD in Neurons

To deepen our knowledge of the molecular mechanism of action of DMF, MMF, and CBD, we carried out a transcriptomic study of neurons. 

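Primary hippocampal neurons from rat embryos were cultured for 4 or 24 h with DMF or MMF, both at 30 µM, with CBD at 6 µM, or with vehicle alone. DMF is an ester of fumaric acid that is hydrolysed to MMF, and CBD is a cannabinoid of *Cannabis sativa*. The vehicle was dimethyl sulfoxide (DMSO) for the fumarates and ethanol (EtOH) for CBD, each at 0.2%. Each of the 10 groups had 3 RNA libraries, numbered 1 to 3, which makes 30 libraries. The authors aligned the reads to the mRatBN7.2 rat assembly with HISAT2, counted them on Ensembl genes with HTSeq, and compared pairs of groups with DESeq2. They deposited a table for each pair of groups with counts normalized by DESeq2's size factors, and 15 of these tables were used. Each value was a whole multiple of 1 step per library, which gave back the number of reads behind it. Between 15108132 and 25367834 reads per library were counted on genes. At 4 h, the median was 17598483 reads with DMSO, 22111768 with DMF, 17697413 with MMF, 21534012 with EtOH and 20199119 with CBD. At 24 h, it was 17094464, 18000997, 21699559, 20380399 and 17473477 in the same order. Genes with few reads were removed by edgeR's filterByExpr function, which left between 13967 and 14283 genes per comparison. The log2 of the normalized counts, with a pseudocount of 1, was compared between groups with limma (empirical Bayes with a mean trend) and Benjamini-Hochberg adjustment over all genes tested. Genes with an adjusted p-value under 0.05 were counted as DEGs. Normalized counts are given as the mean ± SD of 3 libraries. They are comparable within one pair of groups only, because each table has its own size factors.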

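Principal components were computed over the 30 libraries of neurons from log2 CPM (counts scaled to library size) of 14930 genes, with TMM normalization and a prior count of 2, centred and scaled per gene. PC1 held 17.1% of the variation and PC2 held 14.3%. Along PC1, 75.9% of the variation lay between the replicate numbers 1 to 3 and 16.1% between the 10 groups. Without replicate 3, 24.7% of PC1 lay between the replicate numbers and 64.2% between the groups. Along PC2, 17.3% lay between the replicate numbers and 78.7% between the groups. Over the alternatives, the percentage held by PC1 moved most when only the 500 most variable genes were used, to 24.1%, and that held by PC2 moved most with all genes, to 11.2%.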

Figure 4A shows the principal component analysis (PCA) of neurons treated with DMF, MMF, or CBD and their respective vehicles for 4 or 24 h. Most of the samples were grouped in the same region of space, with no clear differentiation between the drugs and vehicles, indicating that DMF, MMF, and CBD exerted a mild transcriptional effect. In addition, the aggrupation of the three drugs in the same region of space indicates that they could exert similar transcriptomic changes in agreement with the activation of similar pathways. 

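The distance on PC1 and PC2 was measured between each drug library and the vehicle library of the same replicate number. For MMF, it was 32.7 ± 24.1 (SD, n = 3) after 4 h and 30.4 ± 7.7 (SD, n = 3) after 24 h. For CBD, it was 17 ± 8.82 (SD, n = 3) after 4 h and 10.7 ± 5.56 (SD, n = 3) after 24 h. After the differences between replicate numbers had been removed from the values, the order of the CBD distances reversed, with 27.3 ± 7.66 (SD, n = 3) at 4 h and 109 ± 85.8 (SD, n = 3) at 24 h. The 24 h distances of the single CBD libraries were then 32.7, 91.2 and 202 for replicates 1, 2 and 3, so their spread was almost as large as their mean. The MMF distances were 32.8 ± 24.7 (SD, n = 3) and 5.12 ± 2.43 (SD, n = 3).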

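The log2FCs of DMF and MMF against DMSO were correlated across genes, which are not independent replicates, with Pearson's r = 0.313 over 13961 genes at 4 h and r = 0.287 over 13914 genes at 24 h. Both comparisons share the DMSO libraries, so their log2FCs go together even where no drug acts. In 20 simulations, unchanged groups were set against the same simulated control libraries, drawn around the DMSO means. There, r averaged 0.499 (from 0.486 to 0.519) at 4 h and 0.5 (from 0.479 to 0.515) at 24 h, above the observed values. Groups of equal spread give an r near 0.5 by design, and effects of 1 drug alone lower it. The simulations therefore cannot tell whether the drugs share a response. With DMF compared with the EtOH libraries instead, so that no control library was shared, r was 0.095 at 4 h and -0.034 at 24 h. The comparison with EtOH was chosen after the other values had been seen.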

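Within each replicate number, the 10 libraries were ranked by their distance on PC1 and PC2 from the median of the 10. The group tested, DMF at 4 h, is the one that the paper sets apart in its own PCA of these libraries. The p-values of this test therefore partly restate that observation. The library of DMF at 4 h was the farthest in all 3 replicate numbers (1-sided exact permutation test of the summed rank, p = 0.001, the smallest p that 3 replicate numbers allow). It lay 98 ± 22.9 (SD, n = 3) from the DMSO library of its replicate number. Without replicate 3, the DMF library at 4 h ranked 8 and 9 of 10 in the remaining replicate numbers (exact permutation test, p = 0.1, where the smallest possible p is 0.01). With the differences between replicate numbers removed, it ranked 10, 10 and 9 of 10, where 10 is the farthest (exact permutation test, p = 0.004).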

Only the samples treated with DMF for 4 h were located far away from the rest of the samples in the PCA and separated noticeably from their respective vehicle, indicating that this treatment triggered a considerable change in neuronal transcription (Figure 4A and Supplementary Figure S3). However, this spatial clustering was not maintained in the 24 h DMF-treated samples, which were located in the PCA closer to the samples treated only with the vehicle (DMSO), indicating that the strong transcriptomic alteration caused by DMF is lost over time. Moreover, we found no differential clustering for the rest of samples depending on the time of treatment. 

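The library of DMF at 24 h lay 19.7 ± 16.5 (SD, n = 3) from the DMSO library of its replicate number, and the mean distance at 4 h was 4.97 times as large. This ratio was 5.18 without replicate 1, 3.45 without replicate 2 and 0.615 without replicate 3, where the 24 h libraries lay farther from DMSO than the 4 h libraries. With the differences between replicate numbers removed before the PCA, the distances were 115, 88.9 and 128 at 4 h in replicates 1, 2 and 3, and 95.4 ± 12.1 (SD, n = 3) at 24 h, a ratio of the means of 1.16. From the position of the 24 h libraries closer to DMSO in the PCA, the paper concludes that the strong transcriptomic alteration by DMF does not last.

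**Figure D1:**
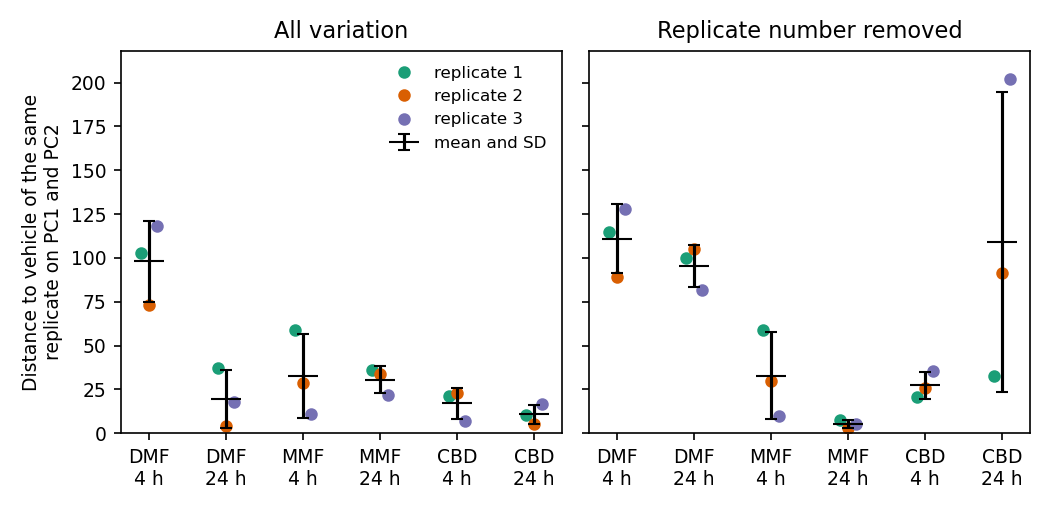
Distance on PC1 and PC2 (in units of the component scores) between each drug library and the vehicle library of the same replicate number, with all variation (left) and with the replicate number removed (right). Points are the 3 replicates, with their mean and SD. With all variation, DMF at 4 h lies at 98 ± 22.9 and DMF at 24 h at 19.7 ± 16.5.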

Samples treated for 4 h or 24 h tended to be located in nearby regions of the PCA space. This observation was supported by the near absence of differentially expressed genes (DEGs) between 24 h and 4 h for each drug treatment condition, except for DMF, which presented 1276 DEGs across time (Tables S1–S5).

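Between 24 and 4 h, 2216 of 14283 genes tested were DEGs with DMF, 1084 higher and 1132 lower at 24 h. No gene was a DEG with MMF, CBD, DMSO or EtOH, where 1488, 985, 1362 and 391 genes had an unadjusted p under 0.05. With the replicate number as a block in the model, 4616 genes were DEGs with DMF, 258 with MMF, 2 with CBD, 205 with DMSO and 148 with EtOH. The count for DMF moved most in edgeR's quasi-likelihood test with that block, which gave 4697 DEGs, and it was lowest without replicate 2 of DMF at 24 h, with 941. Among the genes with the smallest p, *Rgs4* (ENSRNOG00000002773), a regulator of G-protein signaling on chromosome 13 of mRatBN7.2 from 81936775 to 81943068, rose from 764 ± 95.7 (SD, n = 3) normalized counts at 4 h to 3659 ± 526 (SD, n = 3) at 24 h, a log2FC of 2.26 (SE 0.125, limma, adjusted p = 0.000137). With each library left out in turn, this log2FC stayed between 2.15 and 2.35. *Nfya* and *Pnpla3* also rose, with log2FCs of 1.324 and 1.079 (limma, adjusted p = 0.00022 and 0.000464). *Gfy* (ENSRNOG00000047401), on chromosome 1 of mRatBN7.2 from 95661773 to 95665893, fell from 348 ± 60.8 (SD, n = 3) to 28.6 ± 4.75 (SD, n = 3) normalized counts, a log2FC of -3.56 (SE 0.195, limma, adjusted p = 0.000137). *Troap* and *Top2a*, with log2FCs of -1.98 and -2.03, had the same adjusted p as *Gfy*.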

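Of 14208 genes tested, 485 were DEGs between DMF and DMSO at 4 h. With the replicate number as a block, the count was 3274. It fell in every fit that left out 1 library, to 154 without replicate 1 of DMSO and to 28 without replicate 2 of DMF. The normalized counts of the groups did not overlap for 26.3% of the genes tested, where chance gives 10% if all libraries are exchangeable. Libraries of the same replicate number were correlated, so the share by chance may be lower than 10%, here and below.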

Regarding the number of DEGs induced by each drug, DMF modulated a total number of 407 DEGs compared to the vehicle after 4 h of treatment (Figure 4B and Table S6). From these DEGs, 169 were downregulated and 238 were upregulated (Supplementary Figure S4A). In addition, 169 DEGs presented strong fold changes (>1 or <−1), and most of the genes with strong fold changes (131 DEGs) were upregulated (Supplementary Figure S5A). 

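In the test with limma, 265 DEGs were higher and 220 lower with DMF at 4 h than with DMSO. With TMM scaling in place of the authors' size factors, 250 were higher and 223 lower. With the replicate block, 1637 were higher and 1637 lower.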

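A log2FC above 1 was found for 98 of the DEGs at 4 h and one below -1 for 31. Among the DEGs with the smallest p whose groups did not overlap, *Sesn2* (ENSRNOG00000042785), which encodes sestrin 2 on chromosome 5 of mRatBN7.2 from 144701530 to 144721260, had 2692 ± 531 (SD, n = 3) normalized counts with DMF and 939 ± 29.5 (SD, n = 3) with DMSO, a log2FC of 1.501 (SE 0.129, limma, adjusted p = 0.00469). *Creld2* (ENSRNOG00000004659; chromosome 7, 119909633 to 119916543) had 1042 ± 86.7 (SD, n = 3) against 477 ± 27.4 (SD, n = 3), a log2FC of 1.12 (SE 0.092, limma, adjusted p = 0.00469). *Hspa5* (ENSRNOG00000018294; chromosome 3, 18055405 to 18059891) had 15535 ± 70.2 (SD, n = 3) against 8428 ± 593 (SD, n = 3), a log2FC of 0.89 (SE 0.081, limma, adjusted p = 0.00469). *Nfya* and *Klf7* fell by 1.33 and 0.89 on the log2 scale (limma, adjusted p = 0.00308 and 0.00469). These genes remained DEGs when any 1 library was left out.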

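*Hmox1* (ENSRNOG00000014117), which encodes heme oxygenase 1, lies on chromosome 19 of mRatBN7.2 from 13467244 to 13474079. After 4 h with DMF, it had 5349 ± 2096 (SD, n = 3) normalized counts, against 348 ± 125 (SD, n = 3) with DMSO. This is a log2FC of 3.92 (SE 0.36, limma, adjusted p = 0.00469), and the gene ranked 7 by p among all genes tested. Within the replicate numbers, the log2 ratio of DMF to DMSO was 3.895, 4.055 and 3.804. With each library left out in turn, the log2FC stayed between 3.59 and 4.30, with an adjusted p of at most 0.0414 in limma.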

Interestingly, the Nrf2-induced transcript *Hmox1* was the fourth most significant DEG and presented a strong upregulation with a log2FC of 3.9 (Figure 4C). We also found upregulation of the additional Nrf2 transcriptional targets *Osgin1*, *Txnrd1*, and *Srxn1*. 

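*Txnrd1* (ENSRNOG00000009088; chromosome 7, 20830045 to 20907863) had 4041 ± 342 (SD, n = 3) normalized counts with DMF and 2522 ± 161 (SD, n = 3) with DMSO, a log2FC of 0.68 (SE 0.085, limma, adjusted p = 0.0108). Without replicate 2 of DMF or of DMSO it was no longer a DEG (limma, adjusted p = 0.0671 and 0.0585). *Srxn1* (ENSRNOG00000031167; chromosome 3, 140599608 to 140628448) had 123 ± 31.5 (SD, n = 3) against 40.1 ± 7.55 (SD, n = 3), a log2FC of 1.58 (SE 0.251, limma, adjusted p = 0.0227). *Osgin1* (ENSRNOG00000014948; chromosome 19, 47492171 to 47500516) had 75.1 ± 30.4 (SD, n = 3) against 13.4 ± 6.52 (SD, n = 3), a log2FC of 2.46 (SE 0.461, limma, adjusted p = 0.0329). *Srxn1* and *Osgin1* each stayed DEGs only without replicate 3 of DMF among the 6 fits that left out 1 library, and their adjusted p from limma rose to at most 0.101 and 0.126, both without replicate 2 of DMF. The 22 genes drawn in Figure 4C were tested as a list, of which 21 had enough reads (all but *Gpx2*). 4 of them were DEGs, and 6 had a p under 0.05 when adjusted over the list alone. Their median log2FC was 0.26, with 17 of 21 genes higher with DMF. limma's camera test, with a preset correlation between genes of 0.01, placed the list above the other genes (p = 2.99e-06, from a model of 6 libraries, where no exact test reaches below 0.1). The call held in the rotation test fry (p = 0.0169, not exact) but not with the correlation estimated from the data (p = 0.0644, not exact), which moved it most. 12 of the 21 genes were DEGs with the replicate block. The paper draws this list from the same libraries and names some of its genes as DEGs. Where it does, a p of the list, here and below, partly restates them.

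**Figure D2:**
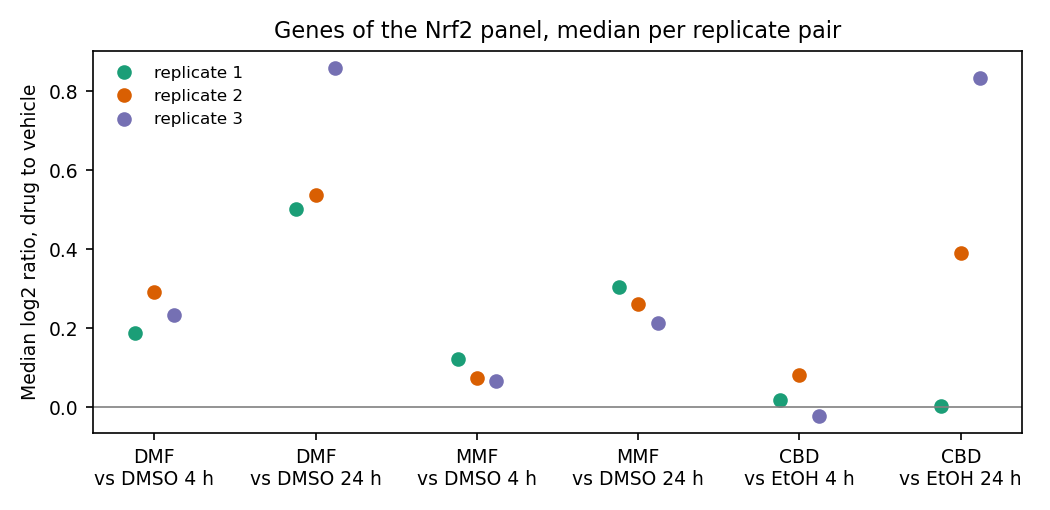
Median log2 ratio of drug to vehicle over the genes of Figure 4C (vertical axis) in each of the 6 comparisons of a drug with its vehicle (horizontal axis). Each point is the pair of libraries of 1 replicate number. For DMF at 4 h the pairs lie at 0.19, 0.29 and 0.23, and for DMF at 24 h at 0.50, 0.54 and 0.86.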

After 24 h of DMF treatment, we found a lower number of DEGs (264 genes) compared to the vehicle, from which 144 were downregulated and 120 were upregulated (Figure 4B, Supplementary Figure S4B and Table S7). Most of these DEGs (163) presented strong fold changes, from which around 50% were downregulated and 50% were upregulated (Supplementary Figure S5B). However, we found a higher number of DEGs related to the Nrf2 pathway upregulated at 24 h including *Osgin1*, *Sxrn1*, *Hmox1*, *Gstp1*, *Gsta1*, *Txn1*, *Slc7a11*, *Me1*, and *Gclc* (Figure 4C). 

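At 24 h, 554 of 13967 genes tested were DEGs between DMF and DMSO, 262 higher and 292 lower with DMF. The replicate block gave 1803 DEGs, 812 higher and 991 lower. The count depended on single libraries: it was 141 without replicate 1 of DMSO and 1165 without replicate 3 of DMF. For 22.8% of the genes tested, the libraries of DMF and DMSO did not overlap (10% by chance for exchangeable libraries).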

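Of the DEGs at 24 h, 88 had a log2FC above 1 and 94 one below -1. Among the genes that fell, the DNA topoisomerase gene *Top2a* (ENSRNOG00000053047; chromosome 10, 83945735 to 83976874) went from 1359 ± 102 (SD, n = 3) to 492 ± 59.4 (SD, n = 3), a log2FC of -1.47 (SE 0.103, limma, adjusted p = 0.000511). *Iqgap3* went from 259.9 ± 11.8 (SD, n = 3) to 84.7 ± 2.05 (SD, n = 3), a log2FC of -1.61 (SE 0.115, limma, adjusted p = 0.000543). *Cspg4* fell by 1.14 on the log2 scale (limma, adjusted p = 0.000574). These genes remained DEGs when any 1 library was left out.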

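Of the 21 genes of Figure 4C tested, 15 were DEGs at 24 h, and the same number passed when adjusted over the list alone. Of these, 14 were higher with DMF and *Idh1* was lower. The median log2FC of the list was 0.62, with 20 of 21 genes higher (camera, p = 6.81e-19, and fry, p = 0.00012, neither exact). The paper names many of these genes as DEGs at 24 h from the same libraries, so these p-values partly restate them. *Gsta1* (ENSRNOG00000013484; chromosome 9, 23703477 to 23720121) had 936 ± 138 (SD, n = 3) normalized counts with DMF and 187 ± 57.2 (SD, n = 3) with DMSO, a log2FC of 2.35 (SE 0.195, limma, adjusted p = 0.000623). *Osgin1*, *Hmox1* and *Srxn1* had log2FCs of 3.16, 3.09 and 3.05 (limma, adjusted p = 0.00275, 0.00346 and 0.00305). *Hmox1* had 2094 ± 1358 (SD, n = 3) normalized counts with DMF against 217 ± 46.1 (SD, n = 3) with DMSO. *Me1* and *Gclc* rose by 1.10 and 0.74 on the log2 scale (limma, adjusted p = 0.00406 and 0.00137). All of these kept an adjusted p under 0.05 when any 1 library was left out. *Slc7a11* and *Txn1* had log2FCs of 2.17 and 0.44 (limma, adjusted p = 0.0122 and 0.00754), and neither was a DEG without replicate 1 of DMSO (limma, adjusted p = 0.0599 and 0.0644). *Txnrd1*, *Ftl1* and *Fth1* rose by 0.62, 0.39 and 0.37 and *Idh1* fell by 0.32 on the log2 scale (limma, adjusted p = 0.0243, 0.0352, 0.0291 and 0.0304). Without replicate 1 of DMSO, none of these 4 genes was a DEG (limma, adjusted p = 0.117, 0.149, 0.162 and 0.117), nor were they without replicate 2 or 3 of DMSO or replicate 2 of DMF. Without replicate 1 of DMSO, 8 genes of the list were DEGs.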

At 24 h, the Nrf2 target *Nqo1* was the second most significant DEG with a strong upregulation of log2FC of 2.3. In addition, treatment with DMF for 24 h was the only condition in which we observed a significant upregulation (log2Fc = 0.94) of the gene *Nfe2l2*, which codes for the transcription factor Nrf2. 

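*Nqo1* (ENSRNOG00000012772), which encodes NAD(P)H quinone dehydrogenase 1 on chromosome 19, 35295573 to 35310557, had 1477 ± 182 (SD, n = 3) normalized counts with DMF at 24 h and 287 ± 20.1 (SD, n = 3) with DMSO, a log2FC of 2.36 (SE 0.103, limma, adjusted p = 2.19e-05). It ranked 2 by p, after *Gstp1* (ENSRNOG00000018237), which lies on chromosome 1, 201321672 to 201340226. *Gstp1* had 3365 ± 146 (SD, n = 3) against 1145 ± 48.9 (SD, n = 3), a log2FC of 1.55 with an SE of 0.064 and the same adjusted p. With each library left out in turn, the log2FC of *Nqo1* stayed between 2.26 and 2.44.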

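*Nfe2l2* (ENSRNOG00000001548), on chromosome 3, 60594242 to 60621737, had 443 ± 8.05 (SD, n = 3) normalized counts after 24 h with DMF and 229.6 ± 50.6 (SD, n = 3) with DMSO, a log2FC of 0.97 (SE 0.156, limma, adjusted p = 0.0117). It was not a DEG without replicate 1 of DMSO (limma, adjusted p = 0.0504) or with the spread estimated from all 30 libraries (limma, adjusted p = 0.123). CBD at 24 h gave 548 ± 243 (SD, n = 3) normalized counts against 288 ± 82.5 (SD, n = 3) with EtOH, a log2FC of 0.87 (SE 0.337, limma, adjusted p = 0.473). The difference between the log2FCs of CBD and DMF at 24 h was -0.10 (SE 0.418, limma, adjusted p = 0.971). In the other 4 comparisons of a drug with its vehicle, the log2FC was 0.23 (DMF, 4 h), 0.06 (MMF, 4 h), 0.23 (MMF, 24 h) and 0.16 (CBD, 4 h), with an adjusted p of at least 0.735 in limma.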

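Of the 13843 genes tested at both times, 38 were DEGs between DMF and DMSO at 4 h and at 24 h, where 18.2 would be shared by chance (1-sided Fisher's exact test, p = 1.52e-05). The excess in both directions together did not hold without replicate 1, 2 or 3 of DMSO at 24 h (1-sided Fisher's exact test, p = 0.188, 0.226 and 0.384), without replicate 2 of DMF at 24 h (p = 0.246) or in DESeq2 with fitType mean (p = 0.107), an alternative that was added after the data had been seen. For the genes higher at both times, the p was 0.000538 with all libraries, and 0.00459, 0.0452, 0.0435, 0.0215 and 0.0162 in these 5 settings (1-sided Fisher's exact test). Both comparisons have no library in common. Of the 38 genes, 13 were higher with DMF at both times, 15 were lower at both times and 10 changed in opposite directions. The genes higher at both times were *Abcc4*, *Cerk*, *Ddit3*, *Ddit4l*, *Eif1*, *Hmox1*, *Mafg*, *Osgin1*, *Rhbdd1*, *Sesn2*, *Srxn1*, *Txnrd1* and *Zbtb21*. The number that changed the same way was 28. It moved most in edgeR's quasi-likelihood test with the replicate block, to 370, and was 366 in limma with that block. Without replicate 2 of DMF at 4 h, it was 4.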

Only nine genes were commonly upregulated between 4 and 24 h after DMF treatment, from which three of them were Nrf2-related (*Osgin1*, *Srxn1*, and *Hmox1*) (Figure 4B,C).

MMF treatment did not produce any significant transcriptomic changes 4 h after drug administration, and it only induced three DEGs after 24 h compared to the vehicle DMSO (Supplementary Figure S4C,D and Tables S8 and S9). Nevertheless, among these three DEGs were *Spta1* and the Nrf2-related *Gstp1* and *Nqo1*, which were both upregulated, although at a lesser magnitude than that with DMF treatment (log2FC of 0.66 and 0.98, respectively) (Figure 4C). 

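No gene was a DEG between MMF and DMSO at 4 h, where 36 of 14032 genes tested had an unadjusted p under 0.05. At 24 h, 1 gene of 14137 was a DEG, and 626 genes had an unadjusted p under 0.05. With the replicate block, there were 0 DEGs at 4 h, with an unadjusted p under 0.05 for 133 genes, and 195 at 24 h, of which 171 were higher with MMF. Without replicate 3 of MMF, 14 genes were DEGs at 24 h in the test without the block. The share of genes whose groups did not overlap was 2.76% at 4 h and 9.73% at 24 h (10% by chance for exchangeable libraries). Since libraries of the same replicate number were correlated, a share near 10% does not show that no gene changed.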

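The DEG at 24 h was *Gstp1*, with 1908 ± 122 (SD, n = 3) normalized counts with MMF and 1203 ± 51.5 (SD, n = 3) with DMSO, a log2FC of 0.66 (SE 0.063, limma, adjusted p = 0.0454). It remained a DEG only without replicate 3 of MMF among the 6 fits that left out 1 library, and its adjusted p from limma rose to 0.671 without replicate 1 of MMF. *Nqo1* had 596 ± 75.3 (SD, n = 3) against 302 ± 21.4 (SD, n = 3), a log2FC of 0.97 (SE 0.107, limma, adjusted p = 0.0695). With the replicate block, *Gstp1* and *Nqo1* were DEGs (limma, adjusted p = 1.09e-06 and 3.3e-06). *Nqo1* was also a DEG without replicate 3 of MMF (limma, adjusted p = 0.00634). The paper's Nrf2 target *Hmox1* had a log2FC of 1.12 (SE 0.248, limma, adjusted p = 0.952), and with the replicate block it was a DEG (limma, adjusted p = 4.56e-06).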

CBD modulated only four DEGs (*Slc30a1*, *Mt1*, *Mt1-ps3*, and *Slc30a2*) at 4 h compared to the vehicle, presenting all a strong upregulation with fold changes greater than 1 (Figure 4B, Supplementary Figure S4E and S5E, and Table S10). These genes are related to zinc metabolism, and they have been previously described to be regulated by CBD in microglial cells [40]. On the other hand, after 24 h of CBD treatment, we identified 33 DEGs, 21 downregulated, and 12 upregulated (Figure 4B, Supplementary Figure S4F, and Table S11). 

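Between CBD and EtOH at 4 h, 1 of 14193 genes tested was a DEG, and 563 genes had an unadjusted p under 0.05. The libraries of both groups did not overlap for 9.95% of the genes tested (10% by chance for exchangeable libraries, which these are not). The DEG was *Slc30a1* (ENSRNOG00000004749; chromosome 13, 103491037 to 103494910), with 1438 ± 70.8 (SD, n = 3) normalized counts with CBD and 635 ± 34.6 (SD, n = 3) with EtOH, a log2FC of 1.18 (SE 0.071, limma, adjusted p = 0.00339). Without replicate 2 of EtOH, its adjusted p was 0.052 in limma. *Mt1* (ENSRNOG00000025764; chromosome 19, 10826032 to 10827049) had 3659 ± 2128 (SD, n = 3) against 301 ± 113 (SD, n = 3), a log2FC of 3.54 (SE 0.418, limma, adjusted p = 0.254). *Mt1-ps3* (ENSRNOG00000038047; chromosome 17, 74786654 to 74787135) is named metallothionein 1, pseudogene 3, in the annotation, and it is uncertain how the counting divided reads between it and *Mt1*. It had a log2FC of 3.27 (SE 0.413, limma, adjusted p = 0.265). *Slc30a2* (ENSRNOG00000054142; chromosome 5, 146559733 to 146571956) had 274 ± 174 (SD, n = 3) against 19.4 ± 7.21 (SD, n = 3), a log2FC of 3.503 (SE 0.597, limma, adjusted p = 1). These were the 4 genes with the smallest p. All 4 were, with the replicate block, among 330 DEGs, with an adjusted p of at most 1.7e-08 in limma. Without replicate 1 of CBD, 12 genes were DEGs, among them *Slc30a2* (limma, adjusted p = 0.00847).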

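A list of 9 metallothionein and zinc transporter genes was tested, which holds *Slc30a1*, *Mt1*, *Mt1-ps3* and *Slc30a2*. The paper names these 4 as DEGs at 4 h and describes them as regulated at 24 h as well, so a p of the list at either time would restate them and is not given. At 4 h, 5 of 9 genes were higher with CBD. 6 genes passed when adjusted over the list alone, against 1 over all genes tested. At 24 h, the median log2FC was 0.98, with 6 of 9 genes higher, and 5 were DEGs over all genes tested.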

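At 24 h, 16 of 14079 genes tested were DEGs between CBD and EtOH, 6 higher and 10 lower with CBD, and 1384 genes had an unadjusted p under 0.05. There were 71 DEGs with the replicate block, 15 higher and 56 lower. There were 116 without replicate 1 of CBD, and without replicate 2 of CBD or replicate 1 of EtOH there were 0, where 991 and 1196 genes had an unadjusted p under 0.05. The libraries of CBD and EtOH did not overlap for 15.9% of the genes tested (10% by chance for exchangeable libraries).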

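Of the DEGs between CBD and EtOH at 24 h, 3 had a log2FC above 1 and 4 one below -1. *Mt1* had 3307 ± 929.6 (SD, n = 3) normalized counts with CBD and 209.9 ± 77 (SD, n = 3) with EtOH, a log2FC of 4.01 (SE 0.312, limma, adjusted p = 0.0104). Its pseudogene *Mt1-ps3*, which may share its reads, had a log2FC of 3.74 and the same adjusted p. *Slc44a5* rose from 508 ± 59.1 (SD, n = 3) to 1012 ± 9.41 (SD, n = 3), a log2FC of 1.00 (SE 0.106, limma, adjusted p = 0.0213). The zinc transporter gene *Slc39a10* (ENSRNOG00000011677; chromosome 9, 54876141 to 54960325) fell from 2188 ± 76.5 (SD, n = 3) to 585 ± 153 (SD, n = 3), a log2FC of -1.93 (SE 0.167, limma, adjusted p = 0.0104). *Fam131a* and *Gad2* fell by 1.01 and 0.84 on the log2 scale (limma, adjusted p = 0.0104 for each). Without replicate 1 of EtOH, none of these 6 genes was a DEG (limma, adjusted p from 0.116 to 0.14), nor without replicate 2 of CBD (limma, adjusted p from 0.0918 to 0.152).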

From these DEGs, nine presented a strong upregulation (fold change > 1) and eight presented a strong downregulation (fold change < −1) (Supplementary Figure S5F). In addition to the genes regulated at 4 h, after 24 h since drug treatment, CBD was able to strongly upregulate *Hmox1* (log2FC = 4.9). This upregulation was higher than the one achieved with the 4 or 24 h DMF treatment (Figure 4C). 

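*Slc30a1* was a DEG at 24 h too, with a log2FC of 0.98 (SE 0.112, limma, adjusted p = 0.0277), and was none without any 1 of the EtOH libraries or replicate 2 of CBD (limma, adjusted p up to 0.235). *Slc30a2* had a log2FC of 3.502 (SE 0.534, limma, adjusted p = 0.0972) and became a DEG with the replicate block (limma, adjusted p = 0.0152). *Hmox1* had 7816 ± 8862 (SD, n = 3) normalized counts after 24 h with CBD and 269 ± 62 (SD, n = 3) with EtOH, a log2FC of 3.72 (SE 1.1, limma, adjusted p = 0.381). The CBD libraries held 446, 5355 and 17649 normalized counts in replicates 1, 2 and 3, and their log2 ratios to the EtOH library of the same number were 0.44, 4.29 and 6.43. All 3 lay above all EtOH libraries (2-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Without replicate 1 of CBD, *Hmox1* was a DEG with a log2FC of 5.20 (limma, adjusted p = 0.00835). It was also a DEG with the spread estimated from all 30 libraries (limma, adjusted p = 0.0106) and in DESeq2, with a log2FC of 4.86 (adjusted p = 0.00825), but not with the replicate block in limma (adjusted p = 0.122).

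**Figure D3:**
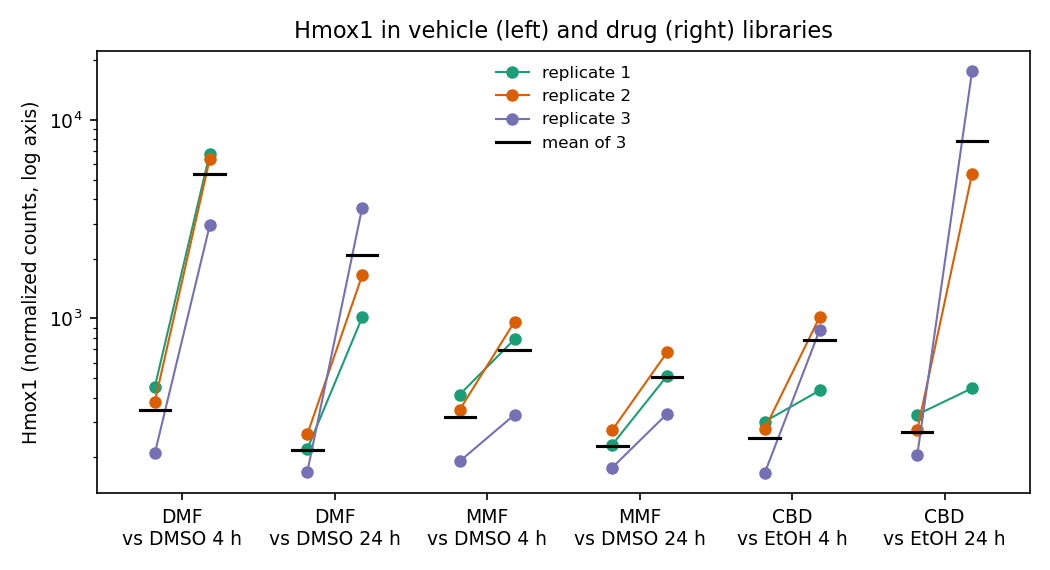
Normalized counts of *Hmox1* (vertical log axis) in each library of the 6 comparisons of a drug with its vehicle (horizontal axis, vehicle left and drug right). Points are libraries, thin lines join the replicate numbers, and bars are the means of 3. The CBD libraries at 24 h lie at 446, 5355 and 17649.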

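The difference between the drug effects was tested in 12 libraries, as the log2FC of CBD against EtOH minus that of DMF against DMSO. For *Hmox1* at 24 h, this difference was 0.63 (SE 1.34, limma, adjusted p = 0.938). It was 1.59 in DESeq2 and 1.60 in edgeR's quasi-likelihood test, which was added after the data had been seen (adjusted p = 0.855 and 0.767, against 0.938 in limma). In limma, it was 2.11, 0.32 and -0.54 without replicate 1, 2 or 3 of CBD. Against DMF at 4 h, the difference of CBD at 24 h was -0.20 (SE 1.34, limma, adjusted p = 0.964). The estimates of DESeq2 and edgeR had the opposite sign, from 0.75 to 0.94. So had those of limma without replicate 1 of CBD (1.28), replicate 3 of DMSO (0.13) or replicate 1 of DMF (0.01).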

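None of the 21 genes of Figure 4C tested was a DEG between CBD and EtOH at 24 h, and 6 had a p under 0.05 when adjusted over the list alone. In limma, 8 were DEGs with the spread estimated from all 30 libraries and 5 without replicate 1 of CBD, and 3 of 22 genes tested were DEGs in DESeq2. The median log2FC of the 21 genes was 0.45, with 16 of 21 genes higher (limma's camera, p = 3.92e-06, not exact). The call held neither in fry (p = 0.122, not exact) nor with an estimated correlation (p = 0.163, not exact). The median log2 ratio was 0.003 in the pair of replicate 1, 0.39 in replicate 2 and 0.83 in replicate 3. *Srxn1* had 250.2 ± 269 (SD, n = 3) normalized counts with CBD and 21 ± 6.52 (SD, n = 3) with EtOH, a log2FC of 2.76 (SE 0.869, limma, adjusted p = 0.403). *Osgin1* and *Slc7a11* had log2FCs of 2.54 and 1.80 (limma, adjusted p = 0.389 and 0.327). *Gstp1* had 2424 ± 818 (SD, n = 3) against 1355 ± 177 (SD, n = 3), a log2FC of 0.79 (SE 0.221, limma, adjusted p = 0.379). Without replicate 1 of CBD, the adjusted p from limma was 0.0177 for *Srxn1*, 0.0309 for *Osgin1*, 0.00965 for *Slc7a11* and 0.0442 for *Gstp1*.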

No additional genes related to the Nrf2 pathway were found to be modulated by CBD after 24 h of treatment in neurons.

### 2.5. Transcriptomic Effects of DMF, MMF, and CBD in Microglia

Next, we studied the transcriptomic changes induced by DMF, MMF, and CBD in the LPS-activated microglia cells. First, we examined the effect of LPS treatment compared to the vehicle-treated cells. Samples from the LPS-treated cells separated noticeably in the PCA from the vehicle-only samples at both 4 and 24 h, indicating that LPS exerts strong transcriptomic changes (Supplementary Figure S6A). LPS induced a similar number of DEGs (around 600 genes) when compared to the DMSO- or EtOH-treated samples at both 4 and 24 h (Supplementary Figure S6B and Tables S12–S15). At a given timepoint, most of these DEGs were common, disregarding the vehicle, indicating that LPS and not the vehicle is the main source of the change in gene transcription (Supplementary Figure S6B). At both timepoints, the majority of the DEGs induced by LPS were upregulated (around 400 genes), with downregulation being less intense and with more spread (around 190–250 genes) (Supplementary Figure S6C–F). As expected, LPS treatment constantly induced the upregulation of genes related to inflammation including activation markers such as *Cd69* and *Cd40*, proinflammatory cytokines like *Il1a*, *Il1b*, and *Tnf,* and chemokines such as *Ccl2*, *Ccl9*, and *Cxcl2* (Figure 5A).

At any given timepoint, independently of the vehicle used, most of the upregulated genes by LPS were common, with similarities ranging from 70 to 90% (Supplementary Figure S7A,B). Furthermore, when comparing those vehicle-independent commonly upregulated genes at 4 h and 24 h, we still obtained 137 hits (Supplementary Figure S7C). This number still accounted for 44% of the common upregulated genes at any timepoint. These results suggest that, besides the LPS robust expression profile over time, there is also an early and a late induction phase. On the other hand, the downregulation induced by LPS was not shared between the timepoints, indicating an early induction and a late phase (Supplementary Figure S7C). Nevertheless, after 24 h of LPS administration, the downregulation seemed to be highly reproducible between the vehicles as their shared profiles were around 75% similar (Supplementary Figure S7B). All of these results confirm that our murine microglia cell line responds to LPS treatment and is a suitable model to study neuroprotection by DMF, MMF, and CBD.

Next, we checked the gene expression changes in the LPS-treated microglia due to our drugs. Samples treated with DMF formed separated clusters from the LPS-treated samples at both 4 and 24 h in the PCA (Figure 5B,C). In contrast, the MMF samples located near LPS samples at either 4 or at 24 h after treatment. This indicates a strong effect of DMF, and a mild one of MMF. CBD seems to have a delayed effect in microglia transcription. At 4 h, the CBD samples were located close to LPS, in the same fashion as MMF. On the other hand, at 24 h, the CBD-treated samples formed a clearly separated cluster, indicating a transcriptomic effect even stronger than in the DMF-treated samples. When counting the number of DEGs in the drug-treated LPS-induced microglia cells, DMF triggered a total of 542 DEGs (340 down- and 202 upregulated) at 4 h compared to the cells treated with LPS alone (Supplementary Figure S8A and Table S16). Moreover, from these DEGs, 228 presented a strong downregulation (fold change < −1), and 105 presented a strong upregulation (fold change > 1) (Supplementary Figure S9A). At 24 h, the number of DEGs decreased to 376 (146 downregulated and 230 upregulated) (Supplementary Figure S8B and Table S17). In contrast to 4 h of DMF treatment, at 24 h, there were more DEGs with a strong upregulation (128 genes) than with a strong downregulation (67 genes) (Supplementary Figure S9B). MMF at 4 h of treatment induced only eight DEGs (three downregulated and five upregulated), which were all common with DMF at the same timepoint (Supplementary Figures S7C and S8C and Table S18). After 24 h of MMF treatment, we could not detect any transcriptomic changes (Supplementary Figures S8D and S9D and Table S19). In the case of CBD treatment, at 4 h, only 2 DEGs were found (one of them common with DMF), but the number of DEGs increased considerably to 2610 (1265 downregulated and 1345 upregulated) at 24 h (Supplementary Figure S8E,F and Tables S20 and S21). Only around 50% of the DEGs presented a strong fold change (>1 or <−1) both in the downregulated and in the upregulated genes (Supplementary Figure S9F) None of the DEGs triggered by 24 h of CBD treatment were common to the ones induced by DMF at the same timepoint.

In order to examine the neuroprotective effect of the drugs, we checked the expression of general inflammatory genes. Only DMF treatment at 4 h showed an important downregulation of the proinflammatory genes activated by LPS, such as the chemokines *Ccl2* and *Ccl7*, the activation markers *Cd40*, *Cd69*, and *Cd83*, and the cytokines *Il1a* and *Tnf* (Figure 5A). However, this downregulation was not maintained at 24 h of DMF treatment. CBD treatment for 24 h also modulated several inflammation genes, but surprisingly, although some were downregulated (*Cxcr2*, *Cd48*, and *Il1b*), we observed that most of the proinflammatory genes were upregulated in the long CBD treatment.

We also studied the regulation by the different drug treatments on genes belonging to pathways of interest (Figure 6). In the case of the NF-kB pathway, LPS produced the upregulation of most of its genes including *Nfkb1*, *Nfkb2*, and *Bcl3* at both 4 and 24 h (Figure 6A). However, none of the drugs produced a relevant modulation of genes from the NF-kB pathway, as only two genes were regulated by DMF (4 h) and CBD (24 h). Notably, the gene *Nfkbid* was commonly downregulated by both treatments. In addition, we observed that the receptor *Hcar2*, one of the proposed targets of DMF, was upregulated by LPS and indeed presented a strong downregulation after 4 h of DMF treatment.

When looking at the Nrf2 pathway, LPS produced no overall effect on it at either 4 or at 24 h (Figure 6B). On the other hand, 4 h of DMF treatment upregulated most of the pathway genes, from which *Hmox1*, *Srxn1*, *Gclm*, *Slc7a11*, and *Osgin1* presented the highest effect. After 24 h of DMF treatment, a lower number of Nrf2-related genes were upregulated, and their induction was also of lower magnitude compared to the early 4 h timepoint. MMF produced the upregulation of *Hmox1*, *Srxn1*, and *Slc7a11* at the 4 h timepoint, but no Nrf2-related genes were found to be modulated at 24 h. CBD showed no regulation of the Nrf2 pathway at 4 h, but at 24 h, there was a general upregulation of several Nrf2-related genes including *Hmox1*, *Srxn1*, and *Gstm1*.

## 3. Discussion

In this study, we examined the potential use of DMF as a neuroprotective agent by analyzing its ability to activate the Nrf2 antioxidant pathway and protect neurons against apoptosis. We also investigated the immunomodulatory effects of DMF in activated microglia by studying the inhibition of the NF-kB pathway and the production of NO. Furthermore, we compared the effects of DMF with its bioactive metabolite, MMF, and the potential use of CBD as an adjuvant therapy in neuroprotection. In addition, we delved into the mechanism of action of DMF, MMF, and CBD by studying the transcriptomic changes induced by the three drugs in neurons and microglia.

In recent years, significant advancements in therapeutics for MS have been achieved due to the approval of numerous therapies with immunomodulatory or immunosuppressant properties. However, the control of neurodegeneration is still an unmet need in MS, highlighting the necessity of developing drugs with demonstrated neuroprotective properties. In this respect, DMF could be relevant beyond its immunomodulatory effects on the peripheral immune system due to its ability to cross the BBB and because it has demonstrated neuroprotective properties in vitro [12,20]. Both DMF and MMF have demonstrated immunomodulatory effects in the EAE model of MS [41]. However, as MMF is the only metabolite detected in plasma, it is considered responsible for the immunomodulatory effects achieved in MS patients [15]. Nevertheless, several studies have suggested that DMF and MMF exert differential effects in vitro in neurons and glial cells, highlighting the necessity of comparing both compounds to evaluate their potential as neuroprotective therapies [26,42,43].

The Nrf2 pathway was initially proposed as the main mechanism of action of DMF [12,44]. However, in Nrf2 deficient mice with EAE, DMF continued exerting clinical benefits and immunomodulatory effects, suggesting that DMF exerts its therapeutic efficacy through other signaling pathways [45]. Nevertheless, activation of the transcription factor Nrf2 could still be relevant for neuroprotection, as the beneficial effects achieved by DMF related to neurodegeneration and oxidative stress in preclinical models appear to be mediated by this pathway [11,46]. Our results confirm, at the protein and transcriptomic level, that DMF is able to activate the Nrf2 pathway in neurons, in line with the published literature, demonstrating the neuroprotective potential of DMF due to the antioxidant properties conferred by this pathway that could protect neurons against the oxidative stress that is produced in inflammatory conditions [9,12]. However, we also found that the biologically active compound MMF did not produce the activation of Nrf2 at the protein level and only produced a slight upregulation of the expression of two Nrf2-related genes at the transcription level, suggesting that, although DMF and MMF are structurally related compounds, they present different abilities to modulate the Nrf2 pathway.

The number of studies comparing the effects of DMF and MMF on the activation of the Nrf2 pathway is scarce, and heterogeneous results have been found between them. One study found that DMF, but not MMF, activated the Nrf2 pathway in the HT-22 mouse and SH-SY5Y human neuronal cell lines [38]. Another study in the SH-SY5Y cell line found a marked upregulation of Nrf2 by DMF, while MMF only produced a partial increase in Nrf2 expression [47]. In the rat oligodendroglial cell line OLN-93, only DMF, but not MMF, increased the protein levels of the downstream target of Nrf2, HO-1 [48]. In primary cultures of human spinal cord astrocytes, both DMF and MMF increased the nuclear levels of Nrf2 [44]. In primary mouse microglia, both DMF and MMF induced transcriptional changes in the Nrf2 pathway, although, it should be noted that DMF produced the activation of a larger number of Nrf2 target genes compared to MMF [42]. Altogether, this suggests that MMF can activate the Nrf2 pathway only in certain cellular types, and that this activation could be more subtle than with DMF treatment. In basal conditions, Nrf2 is located in the cytoplasm due to its sequestration by the Kelch-like ECH-associated protein 1 (KEAP1), which induces the ubiquitination and subsequent proteasomal degradation of Nrf2. Some studies have demonstrated that both DMF and MMF can modify specific cysteine residues on KEAP1 and subsequently activate Nrf2 [12,49,50]. However, different binding affinities to the cysteine residues in KEAP1 have been described between DMF and MMF [50]. In addition, another study showed that protein kinase Cθ has cysteine residues that are only sensitive to DMF and not to MMF [24]. A differential sensitivity of cysteines in KEAP1 to DMF and MMF could be responsible for the differences we observed in Nrf2 activation and should be further investigated. In addition, we observed that CBD also produced the activation of the Nrf2 pathway in neurons and to a higher magnitude than DMF, highlighting its potential as an adjuvant therapy for the achievement of antioxidant properties and neuroprotection. Moreover, we observed that the Nrf2-induced activation by CBD in neurons seemed to be dose-dependent between 2 and 7 µM but showed a decreasing trend in the magnitude of activation beyond 7 µM. A similar effect was found in the HUVEC cells, where CBD induced the activation of Nrf2 at 3 and 6 µM, but not at 10 µM [51]. Similarly, we also observed a slight decrease in Nrf2 activation with DMF 30 µM compared to 10 µM. One possible explanation is that higher doses of the drugs could induce some level of apoptosis, as we observed a decrease in cell viability of around 20% in neurons treated with CBD 10 µM or DMF 30 µM. Previous studies have demonstrated that activation of the proapoptotic protein p53 produces a negative regulation on the Nrf2 pathway to prevent an antioxidant response that could inhibit the induction of apoptosis [52].

Furthermore, in microglia cells, only DMF, but not CBD or MMF, was able to activate Nrf2. The biological relevance of the activation of this pathway in microglia remains unknown, as the immunomodulatory properties achieved by DMF have been demonstrated to be Nrf2-independent [25]. These results also highlight that, although DMF and CBD share mechanisms of action in neurons, they exert different effects in microglia. To the best of our knowledge, there have been no studies evaluating the activation of Nrf2 by CBD in microglia cells, and it would be beneficial to investigate why Nrf2 activation by CBD is limited in microglia in order to understand the mechanism of action of CBD. In this regard, it has been shown that in keratinocytes, CBD can activate the Nrf2 pathway by both increasing the level of activators such as p21 and p62 and by reducing level inhibitors such as Keap1 and Bach1 [53].

In addition to the antioxidant effects attributed to DMF in neurons, it has been suggested that DMF could exert indirect neuroprotective properties through the immunomodulation of microglia and astrocytes [14,26]. Thus, we studied the effect of DMF on the activation of the NF-kB pathway, which is one of the proposed mechanisms of action of DMF [19]. The family of NF-kB transcription factors promotes the upregulation of proinflammatory genes related to different functions including the expression of cytokines and chemokines as well as apoptosis and cell proliferation genes. Microglia cells are the primary immune cells of the central nervous system, and they exhibit activation of the NF-kB pathway in several diseases including MS [54]. NF-kB activation in microglia results in the production of inflammatory mediators that amplify inflammation inside the CNS and lead to demyelination and neurodegeneration, thus constituting a potential therapeutic target in neuroinflammation [55]. In addition, crosstalk between the NF-kB and Nrf2 pathways has been described in several studies, suggesting antagonistic effects between these pathways. NF-kB p65 negatively regulates the transcriptional activity of Nrf2 by competing with the transcriptional co-activator CREB binding protein, resulting in Nrf2 inactivation [56]. On the other hand, the overexpression of Nrf2 inhibits the RAC1-dependent activation of NF-kB p65 and exacerbates inflammation [57].

Our results confirm that DMF can inhibit the activation of the NF-kB pathway by LPS in microglia by preventing the translocation of NF-kB p65 to the nucleus. As with the Nrf2 pathway, we found that MMF did not achieve any effect on the NF-kB pathway, pointing again toward different mechanisms of action of both fumarates. Two previous studies have already described similar results in microglia and in B lymphocytes, where only DMF, but not MMF, inhibited the nuclear translocation of the NF-kB p65 subunit [25,42]. In addition, it has been described that only DMF, but not MMF, modifies the phenotype of activated microglia cells and diminishes the production of proinflammatory cytokines [42,43]. CBD also inhibited the activation of NF-kB by LPS, indicating its potential as an adjuvant immunomodulatory drug in microglia. It is interesting to note that inhibition of the NF-kB pathway by DMF and CBD do not seem to have antagonistic crosstalk with the Nrf2 pathway. Although in our study DMF produced both the activation of Nrf2 and the inhibition of NF-kB, a previous study demonstrated that in the Nrf2 -/- mice, DMF still achieved NF-kB p65 inhibition, thus was Nrf2-independent [25]. CBD inhibited the NF-kB pathway but produced no activation of Nrf2 in microglia, suggesting that the modulation of NF-kB by CBD is also Nrf2-independent.

The inhibition of the NF-kB pathway by DMF and CBD was supported by the inhibition of NO production, which is produced by microglia in proinflammatory states, as its production was reduced by both compounds. Interestingly, we did observe a reduction in the production of NO by MMF, despite the lack of observed effects of MMF on the NF-kB pathway. This reduction in the production of NO by MMF could be explained by the modulation of other pathways such as the HCAR2 pathway, which has been described to be modulated by MMF in microglia [14]. However, the mechanism of action through which MMF could be mediating the inhibition in NO production needs to be further investigated as we did not observe the transcriptomic modulation of *Hcar2* by MMF. We performed transcriptional profiling of the microglia cells treated with MMF to try to shed light on its mechanism of action, however, we could only identify eight differentially expressed genes compared to the LPS-treated cells. From these genes, only CCR5, which is a chemokine receptor that was found to be downregulated, seemed to be related to immune functions. Activation of CCR5 has been linked to the upregulation of iNOS, which synthetizes NO through the activation of NF-κB and secondary pathways via MAPKs ERK, JNK, and p38 [58]. However, we did not observe a modulation of any of these pathways, and the relationship between the downregulation of NO production and CCR5 downregulation by MMF remains to be elucidated. However, the poor transcriptomic response to MMF makes it difficult for us to propose alternative mechanisms of action through which MMF could alter the production of NO.

We also studied the direct potential of DMF, MMF, and CBD in protecting neurons against apoptosis induced by the supernatant of activated microglia cells used as a proinflammatory insult. The three compounds showed the protection of neurons against apoptosis, confirming the potential of DMF as a neuroprotective agent; MMF also presented neuroprotective potential despite presenting differential molecular effects with DMF; and CBD also presented potential as an adjuvant neuroprotective drug in MS. In these experiments, as neurons and microglia were both drug-treated, we could not discern whether the neuroprotection was achieved due to the antioxidant effects in neurons, the immunomodulation of microglia, or both.

Finally, we compared the effect of the three drugs at the transcription level in neurons and microglia. In neurons, DMF exerted the most important transcriptomic changes with a higher number of DEGs and an important upregulation of genes related to the Nrf2 pathway including *Hmox1* and the Nrf2 gene, *Nfe2l2*. In contrast, we did not observe almost any transcriptomic change in neurons due to MMF administration, which, together with the lack of effects observed at the Nrf2 protein level, could indicate a low sensitivity of neurons to MMF. 

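The genes of Figure 4C had a median log2FC of 0.06 with MMF at 4 h, with 13 of 21 genes higher than with DMSO (limma's camera, p = 2.15e-06, and estimated correlation, p = 0.0174, neither exact), a call that did not hold in fry (p = 0.231, not exact). At 24 h, the median was 0.23, with 18 of 21 genes higher and medians of 0.31, 0.26 and 0.21 in the 3 pairs of libraries. The call at 24 h (camera, p = 2.24e-16, not exact) held in fry (p = 0.00464, not exact) and with an estimated correlation (p = 0.00814, not exact). Adjusted over the list alone, 10 genes passed at 24 h, against 1 over all genes tested, and with the replicate block 10 were DEGs.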

Only a few number of transcriptomic studies have evaluated the effect of fumarates, but it has been described that the transcriptomic changes induced by MMF in astrocytes differ from those achieved by other fumarates such as diroximel fumarate. These findings are in line with the differences found between MMF and DMF in our study [59]. As for CBD, we observed that it achieved only a mild transcriptomic effect in neurons and only modulated one gene from the Nrf2 pathway, *Hmox1*, although it was as highly upregulated as with DMF treatment. 

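The effects of CBD and DMF on the genes of Figure 4C were compared at the same time point, with counts that were chosen after their values had been seen. At 24 h, the log2FC was lower with CBD than with DMF for 16 of 21 genes, with a median difference of -0.20. None of the differences had an adjusted p under 0.05 over all genes tested, 5 did when adjusted over the list alone, and 4 did over all genes with the replicate block. Among these genes, the difference largest in size was that of *Nqo1*, -1.79 (SE 0.408, limma, adjusted p = 0.0919, and 0.0303 with the block). At 4 h, the log2FC was higher with DMF than with CBD for 17 of 21 genes, with a median difference of 0.17. There, 1 gene passed over all genes tested, 2 when adjusted over the list alone and 7 with the replicate block. For *Hmox1* at 4 h, the difference was 2.33 (SE 0.569, limma, adjusted p = 0.0738, and 0.00212 with the block). In these samples, the list's median log2FC with CBD at 4 h was 0.04 (limma's camera, p = 0.0358, not exact), and its call held neither in fry (p = 0.298, not exact) nor with an estimated correlation (p = 0.147, not exact).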

Although both DMF and CBD activated Nrf2 at the protein level in neurons, the transcriptomic results suggest that DMF activates the Nrf2 pathway more extensively, modulating a higher number of genes compared to CBD, thus highlighting the potential of DMF in neuroprotection through the activation of antioxidant responses.

In microglia, we observed similar results, with DMF exerting higher transcriptomic changes than MMF, whose effect was weak, highlighting again that the mechanisms of action of both fumarates differ substantially. Regarding CBD, in contrast with the transcriptomic effect observed in neurons, it produced a strong and long-lasting transcriptomic effect in microglia with more than 2500 DEGs, suggesting a higher sensitivity to CBD in microglia cells. DMF produced an overall downregulatory effect in inflammatory genes related to cytokines and chemokines, although the modulation of genes related to the NF-kB pathway was very mild, with only two DEGs, in contrast with the observed inhibition of NF-kB p65 at the protein level. Strikingly, CBD treatment produced an upregulation of cytokine and chemokine genes, although the effect observed on the NF-kB pathway was similar to DMF, with only two DEGs, in contrast again with the inhibition by CBD of the NF-kB p65 protein. Regarding the Nrf2 pathway, DMF and CBD produced the upregulation of a similar number of genes, even though at the protein level, only DMF, but not CBD, achieved the activation of Nrf2 in microglia. These results suggest that both DMF and CBD can activate transcriptomic antioxidant responses in microglia, although their effect on the modulation of inflammatory genes seems less consistent compared to the protein level.

The differential effects found in this study between DMF and MMF highlight the necessity of characterizing the properties of different fumarates for the development of MS therapies. Although the mechanisms of action of both fumarates are not fully understood, it is considered that the therapeutic effects achieved in MS patients are due to MMF, as it is the only metabolite detected in plasma [20]. Furthermore, two MS treatments have been recently approved based on fumarates distinct from DMF. One of them consists only of MMF (Bafiertam^®^, Banner Life Sciences, High Point, NC, USA), and the other consists of a different fumarate named diroximel fumarate (Vumerity^®^, Biogen, Cambridge, MA, USA), which is considered a prodrug of MMF. Although MMF could be responsible for the immunomodulatory effects observed in MS patients, our results suggest that DMF could be more relevant than MMF for the achievement of neuroprotection. This should be taken into consideration for the development of next-generation fumarates that could consist of a combination of MMF and non-metabolizable forms of DMF (conjugated to glutathione) that could achieve summative effects through multiple mechanisms of action. This could be translated into the improvement of clinical benefits, approaching, on the one hand, the immunomodulation of the peripheral immune system, and on the other hand, neuroprotection in the CNS. In addition, our results highlight that CBD has the potential for use as a neuroprotective therapy in MS due to the observed antioxidant and antiapoptotic effects in neurons together with the immunomodulatory benefits in microglia. CBD has demonstrated beneficial therapeutic effects in different murine models of MS including the reduction in inflammatory cell infiltration, axonal damage, and demyelination accompanied with improved clinical signs [30]. In addition, CBD presents a good safety and tolerability profile in MS patients in the form of the approved therapy nabiximol, used for the symptomatic treatment of spasticity [29]. The combination of CBD with other approved MS therapies such as DMF, with which it shares signaling pathways including Nrf2 and NF-kB, could be a relevant strategy to achieve neuroprotection in MS patients. Further studies are needed to evaluate the efficacy and safety of CBD in combination with other therapies.

The combination of DMF, MMF, and CBD could have synergistic therapeutic effects due to their complementary mechanisms of action targeting both oxidative stress and inflammation. Our results suggest that DMF activates the Nrf2 antioxidant pathway more effectively than MMF, promoting the upregulation of antioxidant genes and protecting neurons against oxidative damage. CBD also engages the Nrf2 pathway, with evidence showing that its activation surpasses DMF in magnitude in neuronal cells, further supporting the antioxidant and neuroprotective effects. Additionally, DMF and CBD both inhibit the NF-kB inflammatory pathway, which is central to microglial activation and the production of pro-inflammatory mediators in MS. This dual inhibition could lead to the enhanced suppression of neuroinflammation. MMF, while less active on the Nrf2 and NF-kB pathways compared to DMF and CBD, contributes to anti-inflammatory and neuroprotective effects through distinct mechanisms, which remain to be elucidated. The shared and complementary actions of these compounds (DMF’s strong Nrf2 activation and NF-kB inhibition, MMF’s distinct anti-inflammatory pathways, and CBD’s potent antioxidant and immunomodulatory properties) create a theoretical framework for their synergistic potential in reducing neurodegeneration and inflammation while promoting neuronal survival. This combination could address the multifaceted pathophysiology of neuroinflammatory diseases such as MS more effectively than individual treatments.

While the present study provides significant insights into the individual therapeutic effects of DMF, MMF, and CBD, a limitation lies in the lack of in vitro experiments testing the combination of these compounds. Although the mechanisms of action we describe in this manuscript for DMF/MMF and CBD suggest potential synergistic interactions, direct experimental validation of this synergy should focus on systematically evaluating the combination of the three compounds to better understand their potential interactions. In vitro experiments examining the combined effects of these compounds on pathways such as Nrf2 activation, NF-kB inhibition, and neuronal apoptosis will be crucial. Such studies would provide critical insights into whether their interactions enhance neuroprotection and anti-inflammatory effects, supporting the hypothesis of synergy in vivo. Despite this limitation, the current results provide a strong foundation for the hypothesis that DMF/MMF and CBD may work synergistically. We encourage further investigation to validate and expand upon these findings, which could pave the way for more targeted therapeutic strategies in clinical applications.

## 4. Materials and Methods

### 4.1. Cells

Primary hippocampal neurons were obtained from Wistar rats on embryonic day 18. Briefly, embryos were removed from the womb under sterile conditions and decapitated to dissect the brains. Hippocampi were isolated at 4 °C in Hank’s balanced salt solution (HBSS) without calcium and magnesium, supplemented with 10 mM HEPES buffered saline and 100 U/mL of penicillin-streptomycin. The hippocampi were mechanically disaggregated using fire-polished pipettes and plated for 2–4 h in neuronal plating medium composed of minimum essential medium (MEM) enriched with 0.6% D-glucose and 10% horse serum. Neuronal plating medium was replaced by neurobasal medium supplemented with 1X B-27 and 2 mM L-glutamine. Neurons were grown for 7 days prior to the experiments. For the microglial cells, we used the BV-2 immortalized murine cell line. Microglial cells were cultured in Dulbecco’s modified Eagle medium (DMEM) with 4.5 g/L D-glucose, 2 mM L-glutamine, 100 U/mL of penicillin-streptomycin, and 10% heat-inactivated fetal bovine serum. Cells were maintained at 37 °C in a humidified incubator with 5% CO_2_. All culture media were purchased from Thermo Fisher Scientific (Waltham, MA, USA).

### 4.2. Compound Handling

DMF and MMF (both from Sigma-Aldrich, Saint Louis, MO, USA) were prepared as stock solutions in dimethyl sulfoxide (DMSO); CBD (Cayman chemical, Ann Arbor, MI, USA) was prepared in ethanol (EtOH). Lipopolysaccharide (LPS) from Escherichia coli 026:B6 in an aqueous solution (Thermo Fisher Scientific) was used as proinflammatory stimuli in microglia at a final concentration of 600 ng/mL. For the LPS experiments, the concentration of fetal bovine serum in the microglia culture medium was reduced to 0.1% immediately before drug treatment. All of the compounds were titrated in their respective vehicle and diluted into the culture media for cell treatments. The final concentration of vehicle (DMSO, EtOH or H2O) was consistent for all treated cells (0.2%).

### 4.3. Cell Viability Assay

Neurons and microglia were both seeded at a density of 10,000 cells/well in 96-well plates previously treated with 0.1 mg/mL of poly-L-lysine (Sigma-Aldrich). Cells were treated with different concentration ranges for each drug (1–200 µM for DMF and MMF; 1–30 µM for CBD). Cell viability was determined at 24, 48, and 72 h. The percentage of viable cells was quantified using the CellTiter-Glo^®^ Luminescent Cell Viability Assay (Promega Biotech Ibérica, Madrid, Spain) following the instructions by the manufacturer. The absorbance of the cell culture media alone was subtracted as the background from all readings. Cell viability in the drug-treated cells was normalized to their respective vehicle controls. Experiments were repeated three times, each condition in triplicate.

### 4.4. Immunofluorescence

For the immunofluorescence experiments, neurons and microglia were directly seeded on glass coverslips previously treated with 1 mg/mL of poly-L-lysine. For the Nrf2 experiments, neurons and microglia were treated for 4 h with DMF, MMF, or CBD. For the NF-kB experiments, microglial cells were treated for 30 min with LPS alone or in combination with DMF, MMF, or CBD. After the drug treatments, the cells were fixed on ice with 4% paraformaldehyde for 25 min and then permeabilized and blocked using 0.1% Triton X-100 (10 min) and 5% BSA (30 min), respectively. Cells were then incubated overnight with the primary antibodies and 1% BSA at 4 °C. The primary antibodies anti-Nrf2 (ab1375550) and anti-NF-kB p65 (ab16502) (both from Abcam, Cambridge, United Kingdom) were used at 1:200. After washing with PBS, cells were incubated with the fluorophore-conjugated secondary antibody anti-Rabbit IgG Alexa Fluor 488 (Thermo Fisher Scientific) at 1:500 for 1 h at room temperature. Cells were counterstained with the TO-PRO fluorescent dye (Thermo Fisher Scientific) to visualize the cell nuclei. Images were captured using the confocal microscope Leica TCS SP5 (Leica Microsystems, Wetzlar, Germany). For each experimental condition, five random fields were captured and analyzed using ImageJ software (National Institutes of Health, Maryland, DC, USA). Activation of Nrf2 or NF-kB was defined as nuclear translocation, measured by the increase in the mean fluorescence intensity (MFI) in the nucleus. Each experiment was repeated three times.

### 4.5. Nitric Oxide Production

The concentration of nitrites was measured as an indirect indicator of nitric oxide (NO) production in microglia by using the colorimetric assay Griess Reagent System (Promega Biotech Ibérica, Madrid, Spain). Microglial cells were seeded in 96-well plates, previously treated with 0.1 mg/mL of poly-L-lysine, at a density of 50,000 cells/well. Cells were treated with LPS alone or in combination with DMF, MMF, or CBD for 24, 48, and 72 h. The concentration of NO was quantified at a wavelength of 520 nm in an absorbance reader plate. Experiments were repeated three times, each condition in triplicate.

### 4.6. Apoptosis

The apoptosis of neurons was determined using the DeadEnd™ Fluorometric TUNEL System (Promega Biotech Ibérica, Madrid, Spain) following the manufacturer’s instructions. Neurons were seeded on glass coverslips previously treated with 1 mg/mL of poly-L-lysine at a density of 500,000 cells/well. Neurons were pre-treated for 4 h with DMF, MMF, or CBD. Then, the supernatants of 48 h LPS-treated or LPS + drug (at the same drug concentrations as in neurons) microglia cells were added to the neuronal culture and incubated for an additional 4 h. Apoptosis was determined using Leica TCS SP5 confocal microscopy and quantified using ImageJ software. For each experimental condition, five random fields were captured to count the number of positive fluorescent cells (apoptotic) divided by the total number of cells identified by the nuclear fluorescent staining TO-PRO. Each experiment was repeated three times.

### 4.7. Statistical Analysis

Statistical analysis was performed using Prism 8 software (GraphPad, Boston, MA, USA). For the cell viability assays, a linear regression analysis was made with logarithmic transformation of the drug concentrations in the X-axis. The coefficient of determination (R²) was calculated as a measurement of the adjustment of the data to the regression model. The Mann–Whitney test was used to compare two different conditions. The Kruskal–Wallis test was used to compare the different concentrations of each drug against the vehicle or LPS. Statistical significance was established at *p* < 0.05.

### 4.8. RNA-Sequencing and Bioinformatic Analyses

For the RNA-Seq experiments, neurons were treated with 30 µM DMF, 30 µM MMF, or 6 µM CBD and their respective vehicles for 4 and 24 h. Microglia cells were activated with LPS and treated with the same drug concentrations at the same timepoints. Each experiment was repeated three times. RNA was extracted using the Maxwell^®^ 16 LEV simplyRNA Cells Kit and the robotic platform Maxwell^®^ 16 (both from Promega Biotech Ibérica) following the manufacturer’s instructions. RNA-sequencing was performed as previously described using the NovaSeq 6000 Sequencing System (Illumina, San Diego, CA, USA) by pair-end (150 x 2) and at a sequencing depth of 20 million reads per sample [60]. FastQC v0.12.1 and Cutadapt v4.4 were used for quality control of the raw reads and removal of the adapter sequences, respectively [61]. Trimmomatic v0.39 was employed to further select trimmed reads larger than 20 nucleotides and with a sequencing quality score greater than 30 [62]. Reads were aligned with HISAT2 v2.2.1 to the mouse or rat genome assemblies GRCm39 and mRatBN7.2, respectively. Mapped reads were annotated using Ensembl gene annotation v110 for the mouse genome and v111 for the rat genome and counts quantified using HTSeq v2.0.3 [63]. Gene counts were analyzed using principal components with custom R scripts (R version 4.3.1). DESeq2 v1.40.2 was used for differential expression analysis [64].

## 5. Conclusions

Our study highlights that DMF and MMF present different molecular mechanisms of action, suggesting a higher potential of DMF in neuroprotection due to its ability to activate the Nrf2 antioxidant pathway and inhibit the inflammatory NF-kB pathway. MMF achieved antiapoptotic effects in neurons and anti-inflammatory effects in microglia, but through distinct pathways other than DMF, which should be further investigated. DMF and CBD share common mechanisms of action, with similar antioxidant properties in neurons and anti-inflammatory effects in microglia, highlighting the potential of exploiting CBD as an additional therapy in neuroprotection.

## Figures and Tables

**Figure 1:**
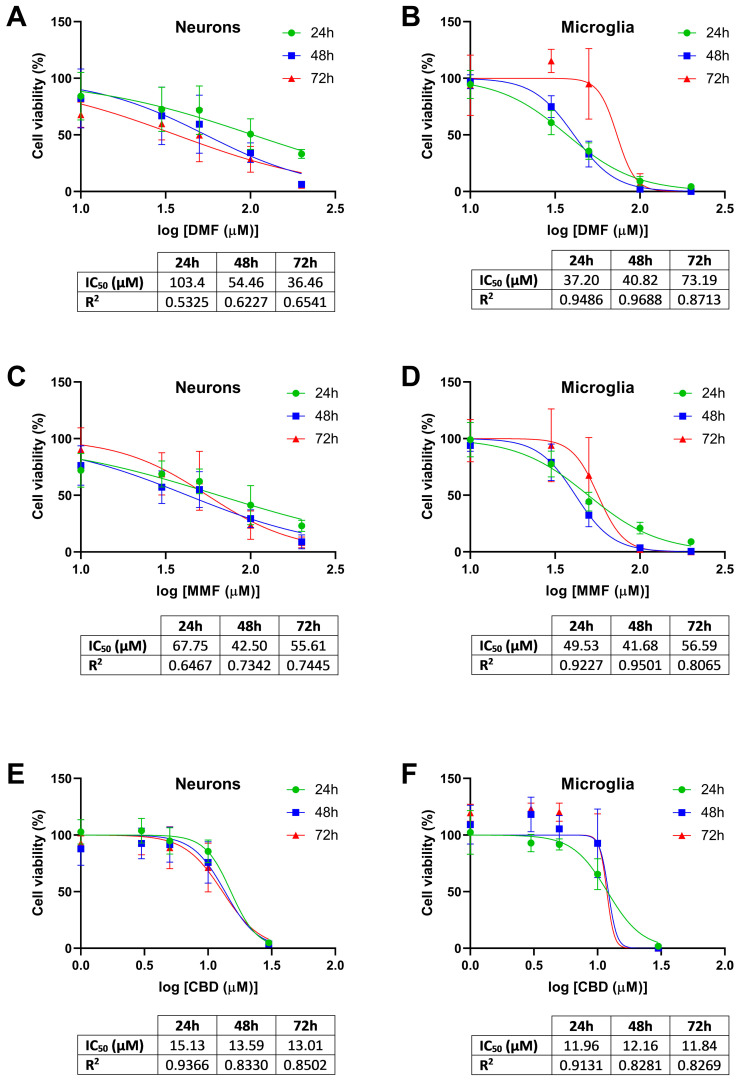
Cell viability of the neurons and microglia cells treated with dimethyl fumarate (DMF), monomethyl fumarate (MMF), or cannabidiol (CBD). (**A**) Cell viability of neurons treated with DMF. (**B**) Cell viability of microglia cells treated with DMF. (**C**) Cell viability of neurons treated with MMF. (**D**) Cell viability of microglia cells treated with MMF. (**E**) Cell viability of neurons treated with CBD. (**F**) Cell viability of microglia cells treated with CBD. (**A**–**F**) Dose–response relationships of each drug at 24, 48, and 72 h. The mean with standard deviation is represented of the percentage of cell viability with respect to the logarithm of the tested concentrations (10, 30, 50, 100, and 200 µM for DMF and MMF; 1, 3, 5, 10, and 30 µM for CBD). The percentage of cell viability was calculated relative to the vehicle-treated cells. The half-maximal inhibitory concentration (IC_50_) and the coefficient of determination (R^2^) values are indicated below each graph.

**Figure 2:**
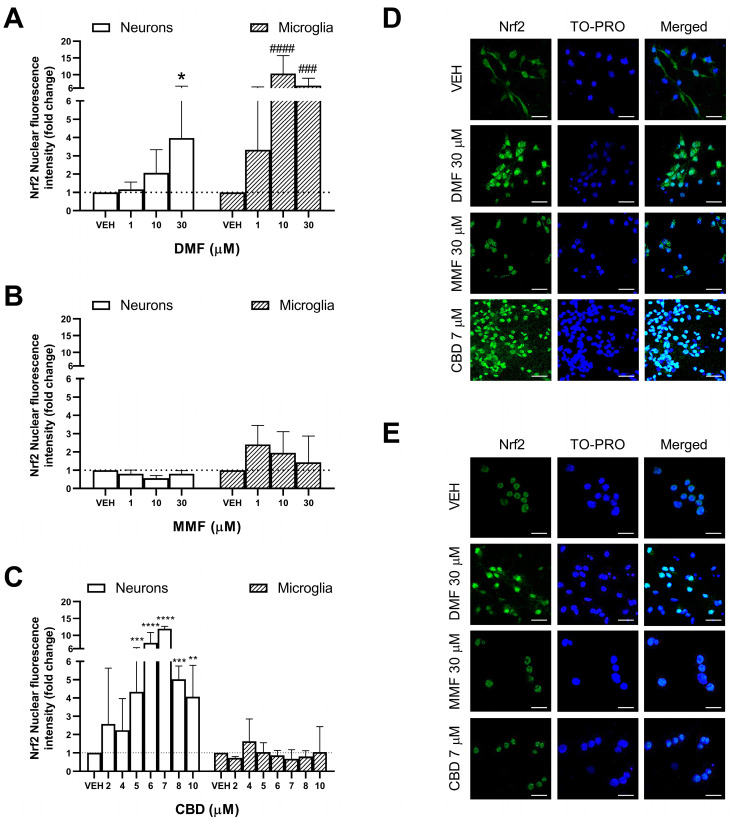
Effect of dimethyl fumarate (DMF), monomethyl fumarate (MMF), and cannabidiol (CBD) on the activation of Nrf2 in neurons and microglia. (**A**) Effect of DMF on Nrf2 activation in neurons and microglia. (**B**) Effect of MMF on Nrf2 activation in neurons and microglia. (**C**) Effect of CBD on Nrf2 activation in neurons and microglia. (**D**) Representative immunofluorescence images from neurons showing the Nrf2 protein location (green). TO-PRO (blue) was used as a nuclear counterstain. Scale bar: 20 µm, shown in the bottom-right corner of each image. (**E**) Representative immunofluorescence images from microglia showing Nrf2 protein location (green). TO-PRO (blue) was used as a nuclear counterstain. Scale bar: 20 µm, shown in the bottom-right corner of each image. (**A**–**C**) White bars represent neurons and black dotted lines represent microglia. (**A**–**E**) Neurons and microglia were treated for 4 h with either the vehicle (VEH) or drug. Bars represent the fold change of the mean nuclear fluorescence intensity of Nrf2 in the drug-treated cells compared to their respective vehicle. Data (mean ± standard deviation) are representative of three different experiments. The Kruskal–Wallis test was used to compare the different concentrations of each drug against their respective vehicle. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001 in neurons; ### *p* < 0.001, #### *p* < 0.0001 in microglia.

**Figure 3:**
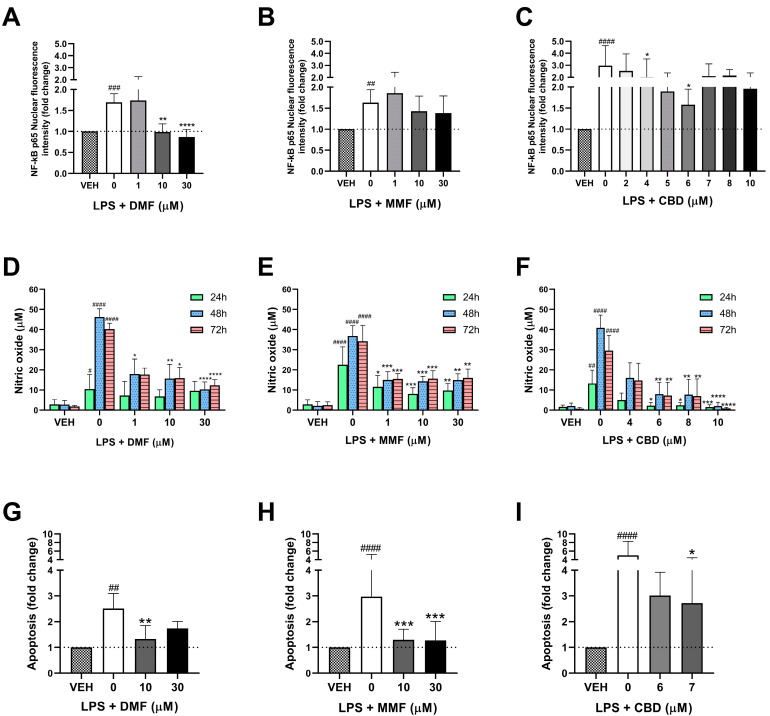
Immunomodulatory effects of dimethyl fumarate (DMF), monomethyl fumarate (MMF), and cannabidiol (CBD) in microglia. (**A**–**C**) Effect of DMF (**A**), MMF (**B**), and CBD (**C**) on the activation of NF-kB p65. Microglia cells were treated for 30 min with either vehicle (VEH), lipopolysaccharide (LPS), or LPS in combination with DMF, MMF, or CBD. Bars represent the fold change of the mean nuclear fluorescence intensity of NF-kB p65 in the drug-treated cells compared to the vehicle (represented by black dotted lines). (**D**–**F**) Effect of DMF (**D**), MMF (**E**), and CBD (**F**) on the production of nitric oxide (NO). Microglia cells were treated for 24, 48, or 72 h with either the VEH, LPS, or LPS in combination with DMF, MMF, or CBD. Bars represent the concentration (µM) of NO. (**G**–**I**) Effect of DMF (**G**), MMF (**H**), and CBD (**I**) on neuronal apoptosis. Neurons were cultured for 4 h with microglia-conditioned medium. Microglia had been previously treated with the VEH, LPS, or LPS in combination with DMF, MMF, or CBD for 48 h. Bars represent the fold change of the number of apoptotic cells (mean ± standard deviation) in the drug-treated cells compared to their respective vehicle. (**A**–**I**) Data are representative of three different experiments. # *p* < 0.05, ## *p* < 0.01, ### *p* < 0.001, #### *p* < 0.0001 LPS compared to the vehicle (Mann–Whitney test); * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001 LPS + drug compared to LPS (Kruskal–Wallis test).

**Figure 4:**
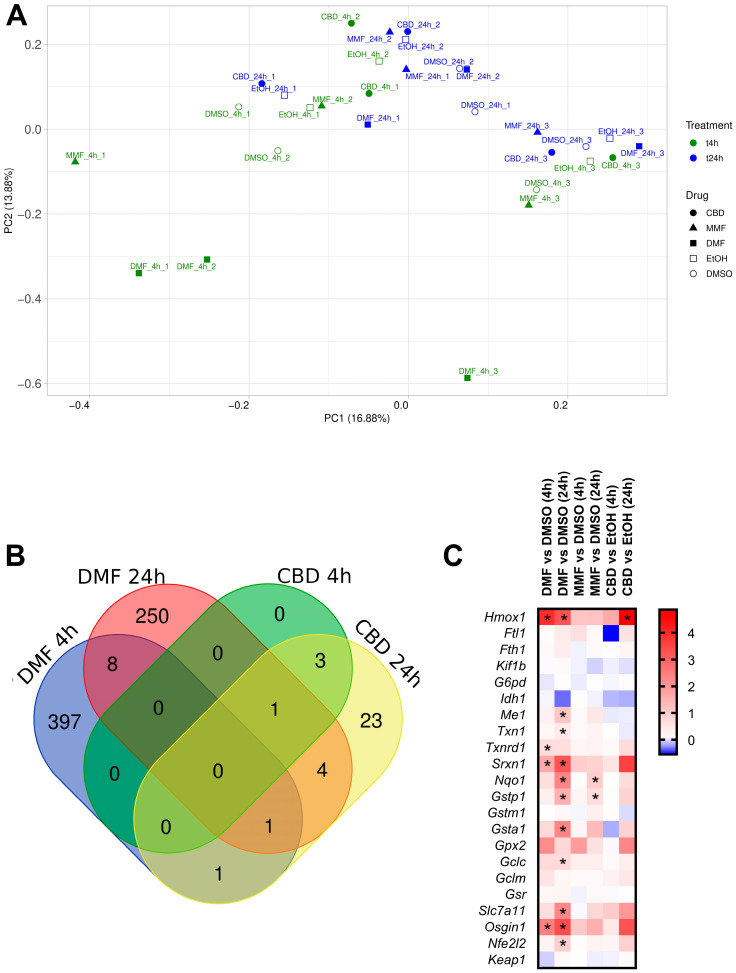
Transcriptomic profile of neurons treated with dimethyl fumarate (DMF), monomethyl fumarate (MMF), or cannabidiol (CBD). (**A**) Principal component analysis of the gene expression profile of neurons treated with 30 µM DMF, 30 µM MMF, 6 µM CBD, or their respective vehicles (DMSO or EtOH) for 4 and 24 h. Each condition presents experimental triplicates. The x-axis represents the first principal component (PC1), and the y-axis represents the second principal component (PC2). The percentages indicated in parentheses represent the percentages of variation explained by the principal components. (**B**) Venn diagram showing the number and overlap of the differentially expressed genes (DEGs) in neurons treated with DMF or CBD for 4 and 24 h. (**C**) Heat map representing the expression levels of genes from the Nrf2 signaling pathway. Gene expression levels are represented with the log2 of the fold change (FC), indicating the ratio of the gene expression in the drug-treated cells compared to their respective vehicle. * *p*-adj < 0.05.

**Figure 5:**
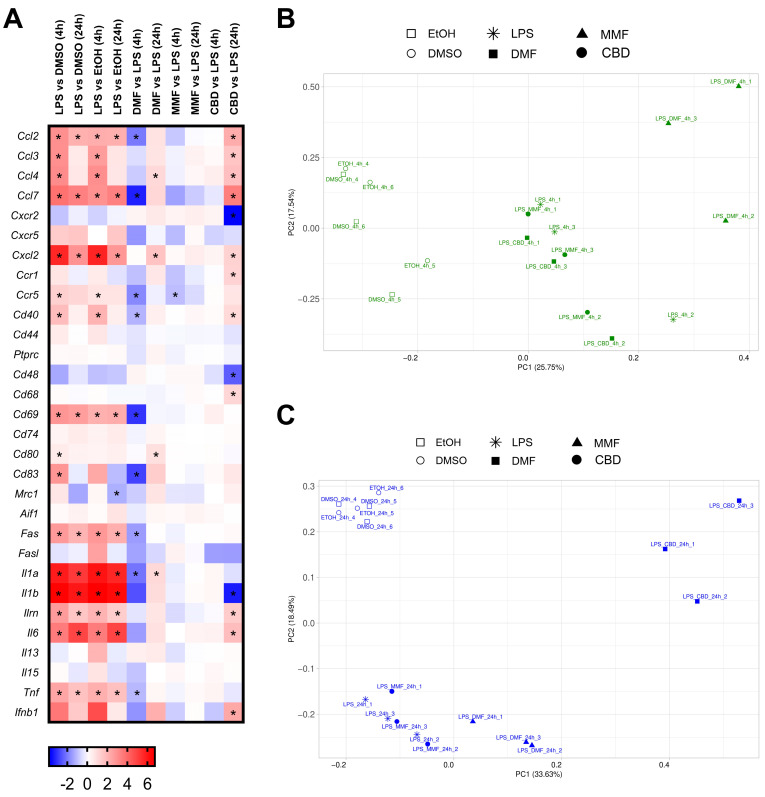
Transcriptomic profile of the lipopolysaccharide (LPS)-activated microglia cells treated with dimethyl fumarate (DMF), monomethyl fumarate (MMF), or cannabidiol (CBD). (**A**) Heat map representing the expression levels of genes related to inflammation. Gene expression levels are represented with the log2 of the fold change (FC), indicating the ratio of the gene expression in the LPS-treated cells compared to the vehicle or drug-treated cells compared to LPS. * *p*-adj < 0.05. (**B**,**C**) Principal component analysis of the gene expression profile of the LPS-activated microglia cells treated with 30 µM DMF, 30 µM MMF, 6 µM CBD, or their respective vehicles (DMSO or EtOH) for 4 h (**B**) and 24 h (**C**). Each condition presents experimental triplicates. The x-axis represents the first principal component (PC1), and the y-axis represents the second principal component (PC2). The percentages indicated in parentheses represent the percentages of variation explained by the principal components.

**Figure 6:**
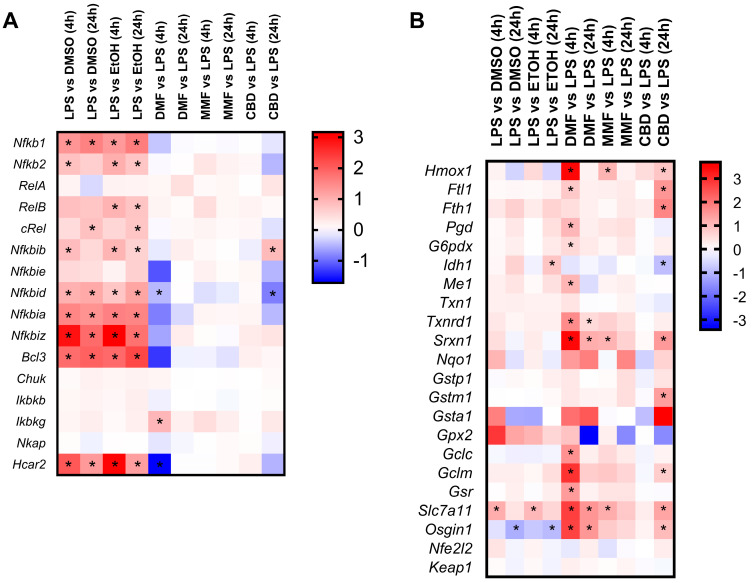
Transcriptomic modulation of the NF-kB and Nrf2 pathways in the lipopolysaccharide (LPS)-activated microglia cells treated with dimethyl fumarate (DMF), monomethyl fumarate (MMF), or cannabidiol (CBD). (**A**) Heat map representing the expression levels of genes related to the NF-kB pathway. (**B**) Heat map representing the expression levels of genes related to the Nrf2 pathway. (**A**,**B**) LPS-activated microglia cells were treated with 30 µM DMF, 30 µM MMF, 6 µM CBD, or their respective vehicles (DMSO or EtOH) for 4 and 24 h. The gene expression levels are represented with the log2 of the fold change (FC), indicating the ratio of the gene expression in the LPS-treated cells compared to the vehicle or drug-treated cells compared to LPS. * *p*-adj < 0.05.

## Data Availability

The raw RNA-sequencing data of the microglia cells and neurons have been deposited in the NCBI’s public repository Gene Expression Omnibus (GEO) and are accessible through the accession numbers GSE274859 and GSE274435, respectively.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms252313082/s1.

# Supplementary material for: Neuroprotective and Anti-Inflammatory Effects of Dimethyl Fumarate, Monomethyl Fumarate, and Cannabidiol in Neurons and Microglia
**Source:** Int J Mol Sci. 2024 Dec 5;25(23):13082. doi: 10.3390/ijms252313082
**Supplement:** Supplementary file 1

**Supplementary Figure 1. Representative immunofluorescence images from microglia showing NF- $\kappa$ B p65 protein location (green).** TO-PRO (blue) was used as a nuclear counterstain. Cells were treated for 30 minutes with vehicle (VEH), lipopolysaccharide (LPS), dimethyl fumarate (DMF) 30  $\mu$ M, monomethyl fumarate (MMF) 30  $\mu$ M or cannabidiol (CBD) 6  $\mu$ M. Scale bar: 20  $\mu$ m, shown in the bottom-right corner of each image.

**Supplementary Figure 2. Representative immunofluorescence images from apoptosis in neurons.** Neurons were pre-treated for 4 hours with dimethyl fumarate (DMF) 10  $\mu$ M, monomethyl fumarate (MMF) 10  $\mu$ M or cannabidiol (CBD) 7  $\mu$ M. Then, the supernatants of 48-hour lipopolysaccharide (LPS)-treated or LPS + drug (at the same drug concentrations as in neurons) microglia cells were added to the neuronal culture and incubated for an additional 4 hours. Apoptosis was determined using the TUNEL assay. Positive apoptotic cells are marked in green. All images were captured under identical exposure and imaging settings to ensure consistency across all experimental groups. Scale bar: 50  $\mu$ m, shown in the bottom-right corner of each image.

**Supplementary Figure 3. Principal component analysis of the gene expression profile of neurons treated with DMF, MMF or CBD.** **A.** Neurons treated with DMF 30  $\mu$ M or vehicle (DMSO) for 4 and 24 hours. **B.** Neurons treated with MMF 30  $\mu$ M or vehicle (DMSO) for 4 and 24 hours. **C.** Neurons treated with CBD 6  $\mu$ M or vehicle (EtOH) for 4 and 24 hours. **A-C.** Each condition presents experimental triplicates.

**Supplementary Figure 4. Differentially expressed genes (DEGs) in neurons treated with DMF, MMF or CBD compared to vehicle.** **A.** Volcano plot of the DEGs in neurons treated with DMF 30

μM (4h) compared to DMSO. **B.** Volcano plot of the DEGs in neurons treated with DMF 30 μM (24h) compared to DMSO. **C.** Volcano plot of the DEGs in neurons treated with MMF 30 μM (4h) compared to DMSO. **D.** Volcano plot of the DEGs in neurons treated with MMF 30 μM (24h) compared to DMSO. **E.** Volcano plot of the DEGs in neurons treated with CBD 6 μM (4h) compared to EtOH. **F.** Volcano plot of the DEGs in neurons treated with CBD 6 μM (24h) compared to EtOH. **A-F.** DEGs with adjusted p-value<0.05 and fold changes>0.5 or <-0.5 are represented. Red plots represent upregulated genes; blue plots represent downregulated genes; grey plots represent genes with no significant differences or smaller fold changes. The 25 most relevant DEGs (using the Manhattan distance) are indicated with their name. The x-axis represents the fold change of the gene expression between drug-treated cells compared to their vehicle. The y-axis represents the -log<sub>10</sub> of the adjusted p-value.

**Supplementary Figure 5. Fold change of the differentially expressed genes (DEGs) in neurons treated with DMF, MMF or CBD.** **A.** Neurons treated with DMF 30 μM (4h) compared to DMSO. **B.** Neurons treated with DMF 30 μM (24h) compared to DMSO. **C.** Neurons treated with MMF 30 μM (4h) compared to DMSO. **D.** Neurons treated with MMF 30 μM (24h) compared to DMSO. **E.** Neurons treated with CBD 6 μM (4h) compared to EtOH. **F.** neurons treated with CBD 6 μM (24h) compared to EtOH. **A-F.** The x-axis represents the number of DEGs and the y-axis represents the log<sub>2</sub> of the fold change of the gene expression between drug and vehicle. All the genes with a p-adj<0.05 are represented.

**Supplementary Figure 6. Transcriptomic changes induced by LPS in microglia cells.** **A.** Principal component analysis of the gene expression profile of microglia cells treated with LPS or vehicle (DMSO or EtOH) for 4 and 24 hours. Each condition presents experimental triplicates. **B.** Venn diagram showing the number and overlap of the differentially expressed genes (DEGs) in

microglia cells treated with LPS for 4 and 24 hours compared to vehicles. **C.** Volcano plot of the DEGs in microglia treated with LPS (4h) compared to DMSO. **D.** Volcano plot of the DEGs in microglia treated with LPS (24h) compared to DMSO. **E.** Volcano plot of the DEGs in microglia treated with LPS (4h) compared to EtOH. **F.** Volcano plot of the DEGs in microglia treated with LPS (24h) compared to EtOH. **C-F.** DEGs with adjusted p-value<0.05 and fold changes>0.5 or <-0.5 are represented. Red plots represent upregulated genes; blue plots represent downregulated genes; grey plots represent genes with no significant differences or smaller fold changes. The 25 most relevant DEGs (using the Manhattan distance) are indicated with their name. The x-axis represents the fold change of the gene expression between drug-treated cells compared to their vehicle. The y-axis represents the -log<sub>10</sub> of the adjusted p-value.

**Supplementary Figure 7. Common differentially expressed genes (DEGs) by LPS treatment between vehicles.** **A.** Venn diagram showing the number and overlap of the DEGs induced by 4 hours of LPS treatment compared to DMSO or EtOH. **B.** Venn diagram showing the number and overlap of the DEGs induced by 24 hours of LPS treatment compared to DMSO or EtOH. **C.** Venn diagram showing the number and overlap between 4 and 25 hours of the common DEGs between vehicles. **A-C.** DEGs are separated according to their up or downregulation. The percentage of common DEGs is indicated for each condition.

**Supplementary Figure 8. Differentially expressed genes (DEGs) in LPS-activated microglia cells treated with DMF, MMF or CBD.** **A.** Volcano plot of the DEGs in microglia treated with DMF 30 µM (4h) compared to LPS. **B.** Volcano plot of the DEGs in microglia treated with DMF 30 µM (24h) compared to LPS. **C.** Volcano plot of the DEGs in microglia treated with MMF 30 µM (4h) compared to LPS. **D.** Volcano plot of the DEGs in microglia treated with MMF 30 µM (24h) compared to LPS. **E.** Volcano plot of the DEGs in microglia treated with CBD 6 µM (4h) compared

to LPS. **F.** Volcano plot of the DEGs in microglia treated with CBD 6  $\mu$ M (24h) compared to LPS. **A-F.** DEGs with adjusted p-value<0.05 and fold changes>0.5 or <-0.5 are represented. Red plots represent upregulated genes; blue plots represent downregulated genes; grey plots represent genes with no significant differences or smaller fold changes. The 25 most relevant DEGs (using the Manhattan distance) are indicated with their name. The x-axis represents the fold change of the gene expression between drug-treated cells compared to their vehicle. The y-axis represents the -log<sub>10</sub> of the adjusted p-value.

**Supplementary Figure 9. Fold change of the differentially expressed genes (DEGs) in microglia cells treated with DMF, MMF or CBD.** **A.** Microglia cells treated with LPS + DMF 30  $\mu$ M (4h) compared to LPS. **B.** Microglia cells treated with LPS + DMF 30  $\mu$ M (24h) compared to LPS. **C.** Microglia cells treated with LPS + MMF 30  $\mu$ M (4h) compared to LPS. **D.** Microglia cells treated with LPS + MMF 30  $\mu$ M (24h) compared to LPS. **E.** Microglia cells treated with CBD 6  $\mu$ M (4h) compared to LPS. **F.** Microglia cells treated with CBD 6  $\mu$ M (24h) compared to LPS. **A-F.** The x-axis represents the number of DEGs and the y-axis represents the log<sub>2</sub> of the fold change of the gene expression between drug and LPS. All the genes with a p-adj<0.05 are represented.

How the deposited data were processed for this re-analysis (not part of the article)

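RNA was sequenced from primary rat hippocampal neurons after 4 or 24 h with DMF, MMF, CBD or their vehicles, in 30 libraries, 3 for each of the 10 groups. The authors trimmed the reads with Cutadapt and Trimmomatic, aligned them to mRatBN7.2 with HISAT2, and counted them on the genes of Ensembl release 111 with HTSeq. The paper's text does not name the strand setting of HTSeq or its treatment of reads shared between genes. The authors compared pairs of groups with DESeq2, and deposited 1 table for each pair. The signal values of each table are counts per gene that the authors divided by a DESeq2 size factor per library, computed within the 6 libraries of that table. The log2 values of each table are the fold changes and standard errors that the authors obtained from DESeq2, as deposited. The p-value columns hold the Wald p-values that the authors obtained from DESeq2 and their Benjamini-Hochberg adjustment. Of these tables, 15 were used. The 4 tables that compare CBD directly with DMF or MMF were not used, because their groups had different vehicles. The microglia of the paper were not analysed here.

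The tables list between 19923 and 20277 genes each and 21993 in all. In each library, every value was a whole multiple of 1 step, so that the whole reads could be recovered for 100% of the values, and reads recovered from different tables differed for 0 values. Genes that a table does not list were taken as 0 reads. Per library, between 15108132 and 25367834 reads lay on genes, with a median of 20088658.

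Because the tables hold normalized values, groups were compared with limma 3.58.1 in R 4.3.3, by empirical Bayes with a mean trend on the log2 of the value with a pseudocount of 1. Genes were kept by the filterByExpr function of edgeR 4.0.16 on the recovered reads. P-values were adjusted by Benjamini-Hochberg over all genes tested, and genes with an adjusted p under 0.05 are called DEGs. A log2FC above 1 or below -1 was counted as strong. Differences between the effects of drugs or times were tested in 12 libraries as interactions, on recovered reads divided by median-ratio size factors of those libraries. Lists of genes were tested with limma's camera at a preset correlation of 0.01, and again with fry and with an estimated correlation. Besides the 22 genes of Figure 4C, lists for metallothionein and zinc, heat shock, ATF4, cholesterol synthesis, immediate early genes, neurons, astrocytes, the oligodendrocyte lineage and microglia were tested, with adjustment over lists and comparisons. Lists for proliferation (23 genes) and for chaperones of the endoplasmic reticulum (18 genes) were added after the results had been seen. Principal components were computed from log2 CPM with a prior count of 2, and plots were drawn in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

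The genes named are those that the paper names or draws for neurons, and, for each comparison of a drug with its vehicle and for DMF at 24 against 4 h, the 3 rising and the 3 falling DEGs with the smallest p whose groups did not overlap. Some of these are not reported here. Libraries of different groups carry the same replicate numbers 1 to 3, and the paper states that each experiment was repeated. The pairing was checked by correlating the deviations of libraries from their group means. For libraries of the same number, the correlation lay between 0.129 and 0.668 in all 15 comparisons, above the minimum of 0.1 that was set for pairing, while the highest between different numbers was 0.185. The main test has no block for the replicate number, since the paper's methods name none, and the test with the block was an alternative. Without the block, the variation between replicate numbers stays in the error, so the main test can miss changes that the test with the block finds. A fit that leaves out 1 library also breaks a pair, so a lower count there may reflect lost power.

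The alternatives were DESeq2 1.42.0, no filter on low counts, the replicate block, a spread estimated from all 30 libraries, a log2 fold change minimum of 0.5, a pseudocount of 0.1, and leaving out each library in turn. For the principal components, they were the 500 most variable genes, no scaling, all genes and the replicate block. The main tests, the rule for the genes named and these alternatives were set before the data were examined. TMM scaling, edgeR's quasi-likelihood test, DESeq2 with fitType mean, and edgeR and DESeq2 with the replicate block were added after the data had been seen. The tests were tried on simulated data with 200 genes changed by a log2 of 1. Of 14068 genes tested, limma called 141 genes, all of them changed ones, which is 70.5% of the changed genes. Given the replicate block, it recovered 88.5%, and 10.2% of its calls were unchanged genes. The camera test, run on 14208 genes, found a planted list (p = 6.96e-84, not exact) and gave a p under 0.05 for 2 of 100 random unchanged lists. These genes were drawn independently of each other, so this does not show how often the correlated genes of a real list pass by chance. With other splits of the real libraries, a median of 32 of 99 camera tests of lists passed after adjustment, against 36 with the real groups.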

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

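Of the tests in this part, those with TMM scaling, those of the cholesterol synthesis list against EtOH and that of the astrocyte list were chosen only after the results had been seen. The paper sets the effects of DMF and MMF against DMSO side by side in neurons and gives no number of DEGs tested directly between the drugs. Here, 229 of 14200 genes tested were DEGs between DMF and MMF at 4 h, 136 higher and 93 lower with DMF. At 24 h, 506 of 14233 genes were DEGs, 204 higher and 302 lower. At each time, 1 of the 10 splits of the 6 libraries, the real one, gave as many DEGs, and it is 1 of the 4 splits that part all 3 replicate pairs. Every other split gave 0 DEGs. Since 10 splits allow no share under 0.1, an effect of the drugs and chance cannot be told apart by splits alone. With every library thinned to the same number of reads, 186 and 491 genes were DEGs, of which 182 and 465 were the same genes, which argues against unequal depth as the cause. TMM scaling gave 230 and 512 DEGs, which leaves the authors' size factors open, since this scaling moved no count by more than 1.5 times. The replicate block gave 3347 and 1740 DEGs. Leaving out any 1 library lowered the count at 4 h, and such fits have less power. The count was 0 without replicate 2 of DMF or of MMF, where 1910 and 2049 genes had an unadjusted p under 0.05. It was at most 64, without replicate 3 of MMF. At 24 h, it was between 156 without replicate 1 of MMF and 711 without replicate 3 of DMF. In DMF against MMF at 24 h, the list of Figure 4C was higher in 19 of 21 genes. Its median log2FC was 0.38, with 0.291, 0.347 and 0.575 in the replicate pairs. With lists written after the results had been seen, 18 of 18 chaperone genes were higher with DMF at 4 h. At 24 h, 23 of 23 proliferation genes were lower. Both drugs were given at 30 µM, and a stronger action of the ester DMF is a hypothesis that remains open.

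The effect of DMF against DMSO differed between 24 and 4 h for 594 of 14432 genes tested in 12 libraries, 258 with a higher and 336 with a lower log2FC at 24 h. Of 100 relabelings of the libraries within replicate number, 2 gave as many genes, the real one included, and the other gave 991. The relabelings mix the groups, so drug and time effects enter some of them, and their share does not measure chance alone. With libraries thinned to the same number of reads, 547 genes passed, of which 505 were the same, which argues against unequal depth as the cause. With TMM scaling 601 passed, which leaves the size factors open in the same way. When the replicate number was a block, 1904 genes passed. The count was between 275 without replicate 1 of DMSO at 24 h and 644 without replicate 3 of DMF at 24 h. A response to DMF that changes with time remains open as a hypothesis. Whether the 4 and 24 h libraries were prepared together was not tested.

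The effects of CBD against EtOH and of DMF against DMSO were compared in the same way. At 24 h, 56 of 14313 genes differed, 15 with a higher and 41 with a lower log2FC for CBD. Between CBD at 24 h and DMF at 4 h, 83 of 14561 genes differed, 39 higher and 44 lower for CBD, and in this comparison the drug and the time changed together. At 4 h, 146 of 14615 genes differed, 70 with a higher and 76 with a lower log2FC for DMF. As many genes passed in 4, 4 and 7 of 100 relabelings within replicate number, with up to 359, 416 and 588 genes. The relabelings mix the groups, so drug effects enter some of them, and their share does not measure chance alone. For the count of 146 at 4 h, chance remains open. With thinned libraries, 61, 65 and 112 genes passed, of which 51, 62 and 103 were the same, which argues against unequal depth as the cause. With TMM scaling 54, 84 and 170 passed, and the size factors stay open here too. The replicate block let 369, 687 and 1527 genes pass. Leaving out replicate 2 of DMF at 24 h gave 25 genes at 24 h, and leaving out replicate 3 of CBD gave 168. Without replicate 2 of DMF at 4 h, 2 genes passed between CBD at 24 h and DMF at 4 h, and without replicate 1 of CBD at 24 h there were 304. At 4 h, the count was 10 without replicate 1 of EtOH and 140 without replicate 1 of DMF. Drugs and vehicles changed together in all 3 comparisons, and a drug effect remains a hypothesis.

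Lists of genes besides that of Figure 4C were tested in 11 comparisons, of a drug with its vehicle or of 24 with 4 h. Of 99 tests with limma's camera, 36 had an adjusted p under 0.05. In 100 draws of 1 split of the libraries for each comparison, 24 gave as many, with a median of 32 and between 20 and 50, so the number of lists is not above what other splits of the same libraries give. Of the 36 calls, 7 held in fry and 0 with an estimated correlation. Each list described next is limited by these values.

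The heat shock list was higher with DMF at 4 h, with 12 of 15 genes up, a median log2FC of 0.24 and medians of 0.13, 0.20 and 0.27 in the replicate pairs (limma's camera, adjusted p = 0.000779). Leaving out 1 library gave an adjusted p from 4.77e-05 to 0.0101 in limma. The real split alone gave as small a p, which is 1 of the 10 splits and 1 of the 4 that part all pairs. With libraries thinned to the same number of reads, the list still passed (camera, p = 0.000129, not exact), which argues against unequal depth. The call was not held by fry (limma, adjusted p = 0.078) or with an estimated correlation (limma, adjusted p = 0.407), so chance remains open beside a heat shock response to DMF, which is a hypothesis.

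The ATF4 list was higher with CBD at 4 h in 15 of 15 genes, with a median log2FC of 0.51 (limma's camera, adjusted p = 2.98e-11, and from 2.76e-27 to 2.48e-07 with 1 library left out). The medians of the replicate pairs were 0.03, 0.71 and 0.68, so the rise was seen in replicates 2 and 3. As small a p came from 2 of the 10 splits, both among the 4 that part all pairs. The list was also higher with CBD at 24 h, with 15 of 15 genes and a median of 1.05, and with DMF at 4 and 24 h, with 14 of 15 genes and medians of 0.23 and 0.62 (limma's camera, adjusted p = 5.43e-07, 3.56e-05 and 5.08e-09). As small a p came from 4, 2 and 1 of the 10 splits. In the 4 comparisons with thinned libraries, the largest p was 4e-06 (camera, not exact), which argues against unequal depth. The call for CBD at 4 h was not held by fry (limma, adjusted p = 0.479) or with an estimated correlation (limma, adjusted p = 0.521), and chance and a stress response to the drugs both remain open.

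The cholesterol synthesis list was lower with CBD at 4 h in 19 of 19 genes, with a median log2FC of -0.31 and medians of -0.34, -0.46 and -0.20 in the replicate pairs (limma's camera, adjusted p = 5.56e-14, and from 1.04e-29 to 7.33e-07 with 1 library left out). As small a p came from 2 of the 10 splits, of which 1 parts all pairs. The call was not held by fry (limma, adjusted p = 0.5) or with an estimated correlation (limma, adjusted p = 0.521). With CBD at 24 h, 18 of 19 genes were lower, with a median of -0.24 (limma's camera, adjusted p = 6.74e-06). Leaving out 1 library gave an adjusted p of up to 0.0493 in limma, without replicate 1 of CBD. As small a p as the real one came from 4 of the 10 splits. The list was lower as well with DMF at 4 and 24 h, with medians of -0.51 and -0.36, and with MMF at 4 and 24 h, with medians of -0.12 and -0.09 (limma's camera, adjusted p = 9.44e-13, 1.18e-09, 1.46e-08 and 1.55e-07). As small a p came from 1, 2, 2 and 2 of the 10 splits. These comparisons share their DMSO libraries, so they were repeated against EtOH. The list was lower in DMF at 4 h (camera, p = 2.82e-15, not exact) and DMF at 24 h (camera, p = 8.93e-08, not exact), with medians of -0.59 and -0.31, which argues against the DMSO libraries as the cause for these 2. In DMSO at 4 h, the list was itself lower than in EtOH, with a median of -0.08, 17 of 19 genes lower and pairs of -0.08, 0.17 and -0.29 (camera, p = 0.00257, not exact). For MMF at 4 h, the list was lower than in EtOH (camera, p = 7.61e-11, not exact), with a median of -0.21, 19 of 19 genes lower and pairs of -0.18, -0.20 and -0.26. The pairs against DMSO were -0.08, -0.37 and 0.02. The drug and the DMSO libraries cannot be told apart at 4 h, because the pairs against DMSO go both ways and the pairs against EtOH lie within those of DMSO against EtOH. For MMF at 24 h (camera, p = 0.00695, not exact), the pairs against EtOH were 0.06, -0.10 and -0.17, while those against DMSO were -0.04, -0.21 and -0.04, and the drug and the DMSO libraries cannot be told apart because the pairs against EtOH go both ways. For MMF at 4 h, the adjusted p was 0.349 without replicate 2 of DMSO in limma. A lower expression of cholesterol synthesis genes under the drugs stays a hypothesis.

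The immediate early genes were higher with DMF at 24 h in 15 of 15 genes, with a median log2FC of 0.95 and medians of 1.00, 0.52 and 0.50 in the replicate pairs (limma's camera, adjusted p = 1.08e-09, and from 4.52e-13 to 3.65e-08 with 1 library left out). The real split alone gave as small a p of the 10 splits. Against the EtOH libraries at 24 h, 15 of 15 genes were higher, with a median of 0.53 (camera, p = 2.57e-07, not exact), which argues against the DMSO libraries as the whole cause. The call held in fry (limma, adjusted p = 0.0463) but not with an estimated correlation (limma, adjusted p = 0.407). The list also moved in vehicle alone. From 4 to 24 h it fell with DMSO, with a median of -0.96, and rose with EtOH, with 0.29 (limma's camera, adjusted p = 2.9e-08 and 0.00867). With CBD at 24 h, it was lower than with EtOH, with a median of -0.62 (limma's camera, adjusted p = 6.3e-06). The handling of the cultures before lysis was not tested and stays open beside an effect of DMF.

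The neuron list was lower with CBD at 24 h in 8 of 8 genes, with a median log2FC of -0.24 and medians of -0.14, -0.23 and -0.34 in the replicate pairs (limma's camera, adjusted p = 5.43e-07, and from 4.97e-07 to 2.45e-05 with 1 library left out). The real split alone gave as small a p of the 10 splits, and 2 of the genes were DEGs. A larger share of astrocytes, as a loss of neurons alone would give, would lower these genes and raise the astrocyte list, whose 8 genes had pair medians of -0.02, -0.35 and -0.59. The largest of these, -0.016, argues against a larger share of astrocytes and a loss of neurons alone. The fall of the astrocyte list, with 6 of 8 genes lower, did not itself pass (limma's camera, adjusted p = 0.132). The call for the neuron list held in fry (limma, adjusted p = 0.0463) but not with an estimated correlation (limma, adjusted p = 0.407). A loss of neurons together with astrocytes and lower expression of these genes within neurons were not tested and stay open.

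The oligodendrocyte lineage list was lower with DMF at 24 h in 6 of 7 genes tested, with a median log2FC of -0.27 and medians of -0.66, -0.19 and -0.24 in the replicate pairs (limma's camera, adjusted p = 8.45e-05, and from 0.000131 to 0.00445 with 1 library left out). As small a p came from 1 of the 10 splits. Against the EtOH libraries, 7 of 8 genes were lower (camera, p = 0.000292, not exact), which argues against the DMSO libraries as the cause. The call held in fry (limma, adjusted p = 0.0463) but not with an estimated correlation (limma, adjusted p = 0.521). Fewer cells of this lineage in the cultures, or lower expression in them, remain open as hypotheses.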

How the results depend on the processing

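The tests with TMM scaling, with edgeR's quasi-likelihood test, with DESeq2 and fitType mean, with these and the replicate block, and with DMF against EtOH were chosen only after the results had been seen, while the others were planned. For 31 counts, lists and distances, 266 values were computed under alternatives that left out no library. Of these, 155 kept their direction and their side of the threshold, or stayed close to a count or within the spread of a value. The values that changed are given by alternative, and the cause was not tested. Scaling by RLE had been planned as well and is the scaling of the main test already. TMM scaling, a pseudocount of 0.1 and edgeR's test without the block moved none of the counts beyond that range. The count for MMF at 4 h was 0 in every alternative, with 36 genes at an unadjusted p under 0.05 in limma.

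The counts without a change of setting were 485 for DMF at 4 h, 554 for DMF at 24 h, 1 for MMF at 24 h, 1 for CBD at 4 h, 16 for CBD at 24 h, 0 for 24 against 4 h with DMSO, 0 for 24 against 4 h with EtOH, 2216 for 24 against 4 h with DMF, 0 for 24 against 4 h with MMF, 0 for 24 against 4 h with CBD, 229 for DMF against MMF at 4 h, 506 for DMF against MMF at 24 h, 0 for DMSO against EtOH at 4 h, 0 for DMSO against EtOH at 24 h, 594 for the DMF effect at 24 against 4 h, 56 for the CBD against the DMF effect at 24 h, 83 for the CBD effect at 24 h against the DMF effect at 4 h, 146 for the DMF against the CBD effect at 4 h and 28 for the DEGs of DMF shared in direction by 4 and 24 h. With DESeq2 in place of limma, the number of genes past the threshold was 989 for DMF at 4 h, 846 for DMF at 24 h, 9 for MMF at 24 h, 11 for CBD at 4 h, 166 for CBD at 24 h, 45 for 24 against 4 h with DMSO, 51 for 24 against 4 h with MMF, 61 for 24 against 4 h with CBD, 733 for DMF against MMF at 4 h, 829 for DMF against MMF at 24 h, 14 for DMSO against EtOH at 4 h, 2 for DMSO against EtOH at 24 h, 968 for the DMF effect at 24 against 4 h, 239 for the CBD against the DMF effect at 24 h, 411 for the CBD effect at 24 h against the DMF effect at 4 h, 491 for the DMF against the CBD effect at 4 h and 70 for the DEGs of DMF shared in direction by 4 and 24 h. Without a filter on low counts, it was 2 for MMF at 24 h and 54 for the CBD effect at 24 h against the DMF effect at 4 h. With the spread estimated from all 30 libraries, it was 1517 for DMF at 4 h, 0 for MMF at 24 h, 9 for CBD at 4 h, 388 for CBD at 24 h, 3343 for 24 against 4 h with DMF, 17 for 24 against 4 h with MMF, 122 for 24 against 4 h with CBD, 1383 for DMF against MMF at 4 h, 216 for the CBD against the DMF effect at 24 h, 744 for the CBD effect at 24 h against the DMF effect at 4 h, 407 for the DMF against the CBD effect at 4 h and 64 for the DEGs of DMF shared in direction by 4 and 24 h. With a log2 fold change minimum of 0.5, it was 1405 for 24 against 4 h with DMF and 18 for the DEGs of DMF shared in direction by 4 and 24 h. The cause was not tested.

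With the replicate number as a block in limma, the number of genes past the threshold was 3274 for DMF at 4 h, 1803 for DMF at 24 h, 195 for MMF at 24 h, 330 for CBD at 4 h, 71 for CBD at 24 h, 205 for 24 against 4 h with DMSO, 148 for 24 against 4 h with EtOH, 4616 for 24 against 4 h with DMF, 258 for 24 against 4 h with MMF, 2 for 24 against 4 h with CBD, 3347 for DMF against MMF at 4 h, 1740 for DMF against MMF at 24 h, 55 for DMSO against EtOH at 4 h, 68 for DMSO against EtOH at 24 h, 1904 for the DMF effect at 24 against 4 h, 369 for the CBD against the DMF effect at 24 h, 687 for the CBD effect at 24 h against the DMF effect at 4 h, 1527 for the DMF against the CBD effect at 4 h and 366 for the DEGs of DMF shared in direction by 4 and 24 h. In edgeR's quasi-likelihood test with the replicate block, it was 3212 for DMF at 4 h, 1822 for DMF at 24 h, 250 for MMF at 24 h, 372 for CBD at 4 h, 65 for CBD at 24 h, 183 for 24 against 4 h with DMSO, 146 for 24 against 4 h with EtOH, 4697 for 24 against 4 h with DMF, 232 for 24 against 4 h with MMF, 18 for 24 against 4 h with CBD, 3329 for DMF against MMF at 4 h, 1716 for DMF against MMF at 24 h, 53 for DMSO against EtOH at 4 h, 100 for DMSO against EtOH at 24 h, 1936 for the DMF effect at 24 against 4 h, 357 for the CBD against the DMF effect at 24 h, 727 for the CBD effect at 24 h against the DMF effect at 4 h, 1566 for the DMF against the CBD effect at 4 h and 370 for the DEGs of DMF shared in direction by 4 and 24 h. In DESeq2 with fitType mean and the replicate block, it was 2470 for DMF at 4 h, 1516 for DMF at 24 h, 65 for MMF at 24 h, 81 for CBD at 4 h, 311 for CBD at 24 h, 333 for 24 against 4 h with DMSO, 121 for 24 against 4 h with EtOH, 4383 for 24 against 4 h with DMF, 375 for 24 against 4 h with MMF, 199 for 24 against 4 h with CBD, 2477 for DMF against MMF at 4 h, 1673 for DMF against MMF at 24 h, 73 for DMSO against EtOH at 4 h, 44 for DMSO against EtOH at 24 h, 276 for the DMF effect at 24 against 4 h and 227 for the DEGs of DMF shared in direction by 4 and 24 h. In DESeq2 with fitType mean, it was 264 for DMF at 24 h, 3 for MMF at 24 h, 4 for CBD at 4 h, 33 for CBD at 24 h, 1276 for 24 against 4 h with DMF, 1 for 24 against 4 h with MMF, 14 for 24 against 4 h with CBD, 1 for DMSO against EtOH at 4 h, 89 for the CBD against the DMF effect at 24 h, 215 for the CBD effect at 24 h against the DMF effect at 4 h, 323 for the DMF against the CBD effect at 4 h and 8 for the DEGs of DMF shared in direction by 4 and 24 h. The cause was not tested. The ratio of the DMF distances at 4 and 24 h in the PCA was 4.97 and became 1.16 with the replicate block. Of 69 results for single genes, 9 came to pass the threshold with the block, among them *Hmox1* and *Nqo1* for MMF at 24 h, *Hmox1*, *Mt1*, *Mt1-ps3* and *Slc30a2* for CBD at 4 h, *Slc30a2* for CBD at 24 h, and *Hmox1* for the DMF against the CBD effect at 4 h. The adjusted p of *Hmox1* for CBD at 4 h went from 1 to 0.000115 in limma. Among these 69 results and the 36 list calls, the block changed no call besides these 9. The ratio of the PCA distances went to 6.4 for MMF.

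The camera p of the list of Figure 4C changed side of the threshold for DMF at 4 h with an estimated correlation (p = 0.0644, not exact), for MMF at 4 h in fry (p = 0.231, not exact), and for CBD at 4 and 24 h in fry (p = 0.298 and 0.122, not exact) and with an estimated correlation (p = 0.147 and 0.163, not exact). For CBD at 4 h, leaving out 1 library gave a p from 0.000723 to 0.201, not exact, the highest without replicate 1 of CBD. For DMF and MMF at 24 h, the list passed in every alternative computed. Of the 36 other list calls, 7 held in fry and 0 with an estimated correlation, and all 36 held with TMM scaling and with the block. The correlation of the DMF and MMF log2FCs at 24 h was 0.207 over genes with a mean log2 CPM above 3, and with DMF against EtOH it was 0.095 at 4 h and -0.034 at 24 h. With each DMSO library left out, it was from 0.438 to 0.453 at 4 h and from 0.343 to 0.426 at 24 h. The cause was not tested.

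With each library left out in turn, the number of genes past the threshold was from 28 to 154 for DMF at 4 h, from 141 to 1165 for DMF at 24 h, from 0 to 14 for MMF at 24 h, from 0 to 12 for CBD at 4 h, from 0 to 116 for CBD at 24 h, from 941 to 1916 for 24 against 4 h with DMF, from 0 to 64 for DMF against MMF at 4 h, from 156 to 711 for DMF against MMF at 24 h, from 0 to 5 for DMSO against EtOH at 4 h, from 0 to 1 for DMSO against EtOH at 24 h, from 275 to 644 for the DMF effect at 24 against 4 h, from 25 to 168 for the CBD against the DMF effect at 24 h, from 2 to 304 for the CBD effect at 24 h against the DMF effect at 4 h, from 10 to 140 for the DMF against the CBD effect at 4 h and from 4 to 46 for the DEGs of DMF shared in direction by 4 and 24 h. Fewer libraries per fit lower the power of each test. The exact permutation p for the distance of DMF at 4 h in the PCA was from 0.01 to 0.1 with each replicate number left out. The ratio of the distances at 4 and 24 h was from 0.615 to 5.18 for DMF, from 0.653 to 4.92 for MMF and from 0.496 to 7.9 for CBD. The order of the times reversed for DMF without replicate 3 (0.615). For MMF, whose ratio was 1.07, it reversed with the 500 most variable genes (0.748), without scaling (0.565), with all genes (0.994) and without replicate 1 (0.653). For CBD, whose ratio was 1.59, it reversed with the 500 most variable genes (0.483), without scaling (0.526), with the replicate block (0.251), and without replicate 1 (0.575) or 2 (0.496). The cause was not tested.

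Other results reversed as well. The list of immediate early genes for MMF at 4 h was higher in place of lower without replicate 1 of DMSO at 4 h (limma, adjusted p = 0.0171), and its adjusted p was from 7.16e-11 to 0.0171 with 1 library left out. The ATF4 list for 24 against 4 h with CBD turned lower without replicate 3 of CBD at 24 h (limma, adjusted p = 0.634, and from 1.83e-08 to 0.634 over the fits that each left out 1 library). The log2 difference of *Hmox1* between CBD and DMF at 24 h was -0.54 without replicate 3 of CBD, and from -0.54 to 2.11 over the libraries left out. Between CBD at 24 h and DMF at 4 h, it was -0.20, and 0.92 in DESeq2 with either fitType, 0.94 in edgeR, 0.75 in edgeR and 0.84 in DESeq2 with the replicate block, 0.01 without replicate 1 of DMF, 1.28 without replicate 1 of CBD and 0.13 without replicate 3 of DMSO, within a range from -1.37 to 1.28 over the libraries left out. The cause was not tested. Of the 69 single-gene results, leaving out a library gave 438 values, of which 337 stayed on their side of the threshold, 91 fell short of it, 6 came to pass it and 4 reversed.

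With libraries thinned to the lowest total of each comparison, 452 genes were DEGs for DMF at 4 h and 526 at 24 h, of which 426 and 496 were among those found with all reads, and 10 of the 16 DEGs of CBD at 24 h were left. The 1 DEG of CBD at 4 h was left as well, so of these counts depth moved that of CBD at 24 h by more than 1.5 times.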

Differences from the paper's values

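The tests with DESeq2 and fitType mean, and with edgeR with or without the replicate block, were chosen only after the results had been seen, while the others named here were planned before the data were examined. For 24 against 4 h with DMF, the paper's count of DEGs is 1276, and 2216 were found here. With a log2 fold change minimum of 0.5, the count was 1405, and leaving out 1 library of DMF gave counts within 1.5 times the paper's for replicates 1 to 3 at 24 h (1550, 941 and 1772) and for replicates 1 and 2 at 4 h (1302 and 981). The other settings set before the data were examined did not come that close: DESeq2 (2541), no filter on low counts (2083), the replicate block (4616), the spread from all 30 libraries (3343), a pseudocount of 0.1 (2191) and leaving out replicate 3 of DMF at 4 h (1916). For DMF against DMSO at 24 h, the paper's counts are 264 DEGs, 120 higher and 144 lower, against 554, 262 and 292 here. Leaving out replicate 2 or 3 of DMSO or replicate 2 of DMF gave 229, 267 and 233 DEGs, with 113, 113 and 92 higher and 116, 154 and 141 lower, and leaving out replicate 1 of DMF gave 379 DEGs, with 198 lower. Leaving out replicate 1 of DMSO gave 141 DEGs and leaving out replicate 3 of DMF gave 1165, and the settings that kept all libraries, set before the data were examined, did not close the gap.

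For MMF against DMSO at 24 h, the paper's count is 3 DEGs, against 1 here. Without a filter on low counts the count was 2, and no other setting set before the data were examined came that close. For CBD against EtOH at 4 h, the paper's count is 4, against 1 here, and no setting set before the data were examined closed the gap. For CBD against EtOH at 24 h, the paper's counts are 33 DEGs, 12 higher and 21 lower, against 16, 6 and 10 here. The paper's numbers with a log2FC above 1 and below -1 are 9 and 8, against 3 and 4 here. Under the replicate block, 15 DEGs were higher and 11 had a log2FC below -1, and without replicate 3 of CBD, 14 were lower and 7 had a log2FC below -1. The other settings set before the data were examined did not close these gaps, and none closed that of all 33 DEGs or of those with a log2FC above 1. In edgeR with the replicate block, chosen after seeing the values, 15 were higher, 7 had a log2FC above 1 and 10 had one below -1. DESeq2 with fitType mean, chosen after seeing the values, gave 1276, 264, 3, 4 and 33 DEGs in these comparisons, with 120 higher and 144 lower for DMF at 24 h, 12 higher and 21 lower for CBD at 24 h, and 9 and 8 beyond a log2FC of 1 or -1.

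The paper ranks *Hmox1* at a higher place for DMF at 4 h than the rank of 7 by p found here. It names *Nqo1* as a DEG of MMF at 24 h, and its adjusted p was 0.0695 in limma. It passed in DESeq2, without a filter on low counts, with the replicate block, without replicate 3 of MMF and, chosen after seeing the values, with fitType mean. The paper names *Mt1*, *Mt1-ps3* and *Slc30a2* as DEGs of CBD at 4 h, and their adjusted p was 0.254, 0.265 and 1 in limma. All 3 passed in DESeq2, with the replicate block, with the spread from all 30 libraries and, chosen after seeing the values, with fitType mean, and *Slc30a2* passed also without replicate 1 of CBD. The paper names *Slc30a2* as a DEG of CBD at 24 h, and its adjusted p was 0.0972 in limma. It passed under the same settings. The paper names *Hmox1* as a DEG of CBD at 24 h, with a higher fold change than for DMF. Its adjusted p was 0.381 in limma, and its log2FC of 3.72 was below that of 3.92 for DMF at 4 h and above that of 3.09 for DMF at 24 h. The limma value is a difference of mean log2 values, while the paper's comes from DESeq2. The authors' DESeq2 values were 4.86 for CBD at 24 h, 3.94 for DMF at 4 h and 3.27 for DMF at 24 h, so the order against DMF at 4 h depends on the measure. Tested in limma as a difference from the effect of DMF, the effect of CBD was 0.63 at 24 h and -0.20 against 4 h (limma, adjusted p = 0.938 and 0.964). For CBD at 24 h, *Hmox1* passed in DESeq2, with the spread from all 30 libraries, without replicate 1 of CBD and, chosen after seeing the values, in DESeq2 with fitType mean with or without the replicate block. It did not pass with the block in limma (adjusted p = 0.122). Nor did it pass in edgeR's quasi-likelihood test without or with the block (adjusted p = 0.28 and 0.144).

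The paper states that fewer genes changed with DMF at 24 h than at 4 h, and here 554 were DEGs at 24 h and 485 at 4 h. With DESeq2, there were 846 at 24 h and 989 at 4 h, with the replicate block 1803 and 3274, with the spread from all 30 libraries 609 and 1517, and with fitType mean, chosen after seeing the values, 264 and 407. The order found here stayed without a filter on low counts (525 and 437), with a log2 fold change minimum of 0.5 (407 and 351) and with a pseudocount of 0.1 (553 and 474). The paper describes the genes that it finds at both times with DMF as commonly upregulated. In the paper's deposited tables, 9 genes are DEGs at both times, of which 5 are higher at both (*Hmox1*, *Ddit3*, *Ddit4l*, *Srxn1* and *Osgin1*), *Erbb3*, *Rad54l* and *Stard4* are lower at both, and *Rgs4* changes direction. Of the paper's DEGs in its deposited tables, 362 of 407 for DMF at 4 h were also DEGs here, 261 of 264 for DMF at 24 h, 1 of 3 for MMF at 24 h, 1 of 4 for CBD at 4 h, 16 of 33 for CBD at 24 h and 1214 of 1276 for 24 against 4 h with DMF.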

Other observations

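Of the tests in this part, those of the proliferation and chaperone lists, of the immediate early genes without a DMSO library, of cell types behind the proliferation list, of an untreated library and a weaker ATF4 response in replicate 1 of CBD, and of the standard errors were chosen only after the results had been seen. For DMF against DMSO at 4 h and at 24 h, for CBD against EtOH at 4 h and at 24 h, and for 24 against 4 h with DMF, 1 of the 10 splits of the 6 libraries, the real one, gave as many DEGs. Every other split of these comparisons gave 0 DEGs. For MMF against DMSO at 24 h, 2 of the 10 splits gave as many, of which 1 parts all 3 replicate pairs. The other, with 457 DEGs, parts 1 pair only. For MMF against DMSO at 4 h, for 24 against 4 h with DMSO, EtOH, MMF and CBD, and for DMSO against EtOH at each time, where the count was 0, all 10 splits gave as many. Between DMSO and EtOH, 534 genes at 4 h and 626 at 24 h had an unadjusted p under 0.05. For the list of Figure 4C, as small a camera p came from 3 of the 10 splits for DMF at 4 h, 1 for DMF at 24 h, 1 for MMF at 4 h, 1 for MMF at 24 h, 4 for CBD at 4 h and 2 for CBD at 24 h. Of the 4 splits that part all pairs, these were 2, 1, 1, 1, 2 and 2. For the genes changed the same way by DMF at both times, 1 of the 100 pairs of splits, the real one, gave as many.

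The immediate early genes were lower at 4 h with DMF and with MMF in 15 of 15 genes each, with median log2FCs of -0.86 and -0.44 (limma's camera, adjusted p = 0.000641 and 7.18e-06). As small a p came from 6 of the 10 splits for DMF, with all 4 that part all pairs among them, and from 3 of the 10 for MMF, so chance remains open. The pair of replicate 1 had medians of -2.08 and -1.56. When replicate 1 of DMSO at 4 h was left out, the list was still lower with DMF (limma, adjusted p = 0.0168), which argues against that library as the whole cause. With MMF, it was then higher in place of lower (limma, adjusted p = 0.0171), so the lower value with MMF may come from that library alone. No biological explanation was tested.

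The proliferation list was lower with DMF at 24 h in 23 of 23 genes, of which 20 were DEGs, with a median log2FC of -1.01 and medians of -1.01, -1.14 and -0.93 in the replicate pairs (limma's camera, adjusted p = 4.8e-32). Against the EtOH libraries, the median was -1.34 (camera, p = 7.97e-33, not exact), which argues against the DMSO libraries as the cause. If the dividing cells had been lost as whole oligodendrocyte lineage cells or astrocytes, the lists of those cells would have fallen as far. Their lowest pair medians were -0.664 for the oligodendrocyte lineage and -0.291 for astrocytes, which argues against the loss of either as a whole. *Cspg4*, of the oligodendrocyte lineage list, had a log2FC of -1.14, and 3 of 7 genes of that list were DEGs. A loss of only the dividing cells of a lineage was not tested and stays open. Less division in the cells that divide in these cultures may also explain the fall of the proliferation list, as a hypothesis. With MMF at 24 h, the list was higher in 23 of 23 genes against DMSO, with a median of 0.18, and lower in 18 of 23 against EtOH, with a median of -0.11.

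The chaperones of the endoplasmic reticulum were higher with DMF at 4 h in 18 of 18 genes, with a median log2FC of 0.62 and 11 DEGs (limma's camera, adjusted p = 1.23e-19). The medians of the replicate pairs were 0.63, 0.66 and 0.64, and 1 of the 10 splits gave as small a p. With CBD, the median was 0.50 at 4 h and 0.37 at 24 h, with 17 of 17 genes higher, and with DMF at 24 h it was -0.14, with 15 of 17 genes lower (limma's camera, adjusted p = 5.54e-24, 3.04e-11 and 0.00101). The list was written after these genes had been seen among the DEGs. Over the 11 comparisons, the adjusted p of the astrocyte list was from 0.0994 to 0.963 with 8 genes tested, and that of the microglia list from 0.159 to 0.963 with 1 to 4 of 8 genes tested in limma's camera. The list for metallothionein and zinc passed for DMF and MMF at 24 h, with medians of 0.40 and 0.20 (limma's camera, adjusted p = 0.0264 and 0.0248). Of the 9 genes, 7 and 8 were higher, and neither call held when 1 library was left out, with an adjusted p of 0.157 in limma without replicate 2 of DMF and of 0.14 in limma without replicate 3 of DMSO.

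Replicate 1 of CBD at 24 h showed little change in the list of Figure 4C, with a pair median of 0.003, and in the ATF4 list, with -0.07, against 1.13 and 2.00 in replicates 2 and 3. An untreated library under a CBD label is argued against by the metallothionein and zinc list, whose median in that pair was 0.873. An exchange of labels with replicate 1 of CBD at 4 h cannot be told apart from the labels as given, since the log2 ratio of *Hmox1* was 0.518 in the 4 h library and 0.44 in the 24 h library. A weaker ATF4 response of the replicate 1 cultures in general may explain it, since in 2 of 2 comparisons of DMF with DMSO the pair of replicate 1 had the smallest median of the ATF4 list. What made these cultures differ was not tested. The log2 difference of *Hmox1* between CBD and DMF at 24 h was -0.544 without replicate 3 of CBD, so its sign may rest on the spread between the CBD libraries.

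The standard errors in the authors' tables were recreated by DESeq2 with fitType mean, which sets 1 dispersion level for all genes, within 0.1% for 100% of the genes in each of the 15 tables, while the default fit recreated at most 0.902%. The same setting also gave the authors' number of DEGs in each of these tables, and may therefore be the one behind their counts.

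Of the 195 DEGs of MMF at 24 h with the replicate block, 110, or 56.4%, moved the same way in DMF against the EtOH libraries, where no control library is shared. For all genes, the share was 46.4%, and in 1000 random lists of the same size it was between 35.9% and 57.9%. The share lies near the top of the random lists, and an effect that MMF alone has would not move with DMF, so the DMSO libraries and an effect of MMF cannot be told apart for these DEGs. For the list of Figure 4C, MMF at 24 h was higher against EtOH as well, in 18 of 21 genes (camera, p = 1.2e-09, not exact). The median was 0.165 there and 0.233 against DMSO, which argues against the DMSO libraries as the whole cause for that list. In DMSO at 24 h, the list was itself lower than in EtOH in 15 of 21 genes, with a median of -0.075 (camera, p = 0.00179, not exact). The DMSO libraries may therefore carry part of the rise. An effect of MMF on these genes remains a hypothesis.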
